# Gut barrier defects, intestinal immune hyperactivation and enhanced lipid catabolism drive lethality in NGLY1-deficient *Drosophila*

**DOI:** 10.1038/s41467-023-40910-w

**Published:** 2023-09-13

**Authors:** Ashutosh Pandey, Antonio Galeone, Seung Yeop Han, Benjamin A. Story, Gaia Consonni, William F. Mueller, Lars M. Steinmetz, Thomas Vaccari, Hamed Jafar-Nejad

**Keywords:** Developmental biology, Genetics, Innate immunity, Glycosylation

## Abstract

Intestinal barrier dysfunction leads to inflammation and associated metabolic changes. However, the relative impact of gut bacteria versus non-bacterial insults on animal health in the context of barrier dysfunction is not well understood. Here, we establish that loss of *Drosophila N*-glycanase 1 (Pngl) in a specific intestinal cell type leads to gut barrier defects, causing starvation and JNK overactivation. These abnormalities, along with loss of *Pngl* in enterocytes and fat body, result in Foxo overactivation, leading to hyperactive innate immune response and lipid catabolism and thereby contributing to lethality. Germ-free rearing of *Pngl* mutants rescued their developmental delay but not lethality. However, raising *Pngl* mutants on isocaloric, fat-rich diets partially rescued lethality. Our data indicate that Pngl functions in *Drosophila* larvae to establish the gut barrier, and that the lethality caused by loss of *Pngl* is primarily mediated through non-bacterial induction of immune and metabolic abnormalities.

## Abstract (web summary)

NGLY1 mutations cause a multisystem developmental disorder. Here they show that this enzyme is required for normal gut barrier function, and when mutated, causes immune and metabolic abnormalities, contributing to lethality.

## Introduction

Intestinal barrier dysfunction allows various pathogens and non-living stimuli to induce the innate immune response^1–5^. Although the goal of innate immune response induction is to restore intestinal homeostasis, its hyperactivation can have local and systemic adverse effects and is implicated in the pathogenesis of human diseases including autoimmune and neurodegenerative disorders^6–8^. In addition, hyperactive immune response can be accompanied by profound changes in metabolism including high energy demand and subsequent depletion of the nutrient depot^9,10^. For example, induction of chronic inflammation results in the aggravation of metabolic disorders in mouse models of obesity^11^. However, the relative contribution of infectious versus non-infectious mechanisms to detrimental consequences caused by gut barrier dysfunction is not well understood.

The gut mucus layer is one of the key components regulating intestinal barrier functions^12^. Equivalent to the mammalian gut mucus layer, a peritrophic matrix (PM) is present in the *Drosophila* intestine^13^. The PM is composed of highly glycosylated proteins and chitin, and is continuously secreted from a group of specialized cells called peritrophic matrix-forming ring (PR) cells in the proventriculus region at the junction of foregut and midgut^13,14^. There is strong evidence that in addition to chitins and mucin-type *O-*glycans, PM also contains *N*-glycoproteins^15,16^. Moreover, lectin-based studies in another insect suggest that *N*-glycoproteins might control the functional properties of PM like its permeability^17^. However, genetic evidence for the contribution of *N*-glycoproteins to gut barrier function in *Drosophila* is lacking.

Terminally misfolded proteins are detected by the endoplasmic reticulum-associated degradation (ERAD) pathway and retrotranslocated from ER to the cytosol for proteasomal degradation^18^. One of the major branches of ERAD uses *N*-glycans as a signal to recognize misfolded *N*-glycoproteins and shuttles them to the retrotranslocation machinery^18^. The cytosolic deglycosylating enzyme *N*-glycanase 1 (NGLY1) removes *N*-glycans from misfolded proteins and is thought to function in the ERAD pathway^19–21^. Recessive mutations in human *NGLY1* cause a congenital disorder of deglycosylation named NGLY1 deficiency^22–24^. It is an ultra-rare disorder that leads to global developmental delay and affects multiple organ systems including the nervous system and the gastrointestinal system. Loss of the *Drosophila* homolog of human NGLY1 (PNGase-like or Pngl) results in semi-lethality, as less than 1% of homozygous mutant animals finish the larval and pupal development and eclose as an adult organism^25,26^. We have previously reported that loss of *Pngl* in the visceral mesoderm impairs signaling pathways mediated by decapentaplegic (Dpp; homolog of human bone morphogenetic protein 4, BMP4) and adenosine monophosphate-activated protein kinase (AMPK) in the larval intestine, which leads to structural and functional intestinal phenotypes and contributes to the lethality of *Pngl*^*–/–*^ animals^26,27^. However, impaired BMP and AMPK signaling due to mesodermal loss of *Pngl* did not fully explain the lethality of *Pngl* mutants, suggesting critical roles for Pngl in other biological processes and potentially in other cell types.

Here, we report that loss of *Pngl* leads to increased expression of the innate immune genes in the *Drosophila* larval intestine and a systemic increase in lipid catabolism, compromising developmental progression and leading to lethality. We find that loss of *Pngl* in the PR cells leads to abnormalities in peritrophic matrix and impairment in the gut barrier function. Our data suggest that the gut barrier defects result in increased activation of Foxo in the gut epithelial cells, both via enhanced stress-induced JNK signaling and through a systemic starvation response. In addition, we observe that Pngl is required cell-autonomously in enterocytes and in the fat body to prevent aberrant Foxo activation and to repress lipid catabolism. Importantly, while germ-free rearing does not rescue the lethality of *Pngl* mutants, increasing the lipid content in isocaloric diets improves their survival to adulthood, suggesting that the mutant animals lack sufficient energy stores to reach the adult stage. Altogether, our data suggest that Pngl is required to establish the gut barrier in *Drosophila* larvae and that the lethality associated with gut barrier defects in *Pngl* mutants is primarily caused by non-bacterial insults.

## Results

### *Pngl*-mutant midguts show upregulation of immune genes

Animals homozygous for a *Pngl* null allele (*Pngl*^*ex14/ex14*^, *Pngl*^*–/–*^ hereafter) display severe developmental delay, with the majority of mutant animals not reaching the pupal stage^26^. Therefore, in this study, we analyzed age-matched third instar larvae. 

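Midguts were dissected 96 hours after egg laying from 4 genotypes: *y w*, *Pngl*+/-, *Pngl*-/- and a rescue genotype, here *Pngl Dp/+*, which is homozygous for the *Pngl* null allele and has 1 copy of a genomic duplication of *Pngl*. RNA of each genotype was sequenced in 2 libraries, 8 in all, with a stranded mRNA kit in paired-end mode. The authors trimmed the reads, aligned them to the dm6 genome and deposited the number of reads on the collapsed exons of each gene of FlyBase Release 6.20, without normalization. Between 20414011 and 28382919 reads per library were counted on genes. The median of the 2 libraries was 22620992.5 in *y w*, 22401104.5 in *Pngl*+/-, 24398465 in *Pngl Dp/+* and 22476511.5 in *Pngl*-/-. The 7665 genes with CPM (counts scaled to library size) of at least 5 in at least 2 libraries were tested in one edgeR fit of all 8 libraries, with TMM normalization and the quasi-likelihood test. Genes were called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. The 2 libraries of each genotype differed by more than sampling noise, with a chi-square per gene of 4.00 in *y w*, 6.11 in *Pngl*+/-, 10.9 in *Pngl Dp/+* and 2.25 in *Pngl*-/-. The targeted gene, *Pngl* (FBgn0033050), lies on chromosome 2R of dm6 from 6017739 to 6020695. Its mRNA was higher in the libraries labelled *Pngl*-/- than in every control. The normalized count was 57.5 ± 1.12 CPM (SD, n = 2 libraries) in the libraries labelled *Pngl*-/-, 32.5 ± 1.60 CPM in *y w*, 43.3 ± 2.52 CPM in *Pngl*+/- and 20.9 ± 0.29 CPM in *Pngl Dp/+*. The log2 fold change was 0.82 (standard error 0.06) against *y w*, 0.41 (standard error 0.06) against *Pngl*+/- and 1.46 (standard error 0.06) against *Pngl Dp/+*. The adjusted p values from edgeR's quasi-likelihood test were 3.76e-09, 2.3e-05 and 1.02e-11, and the fold change against *Pngl*+/- was under 1.5. Both libraries lay above all 6 control libraries. Without composition normalization, the log2 fold change against *y w* was 0.44. Exons of Strica, on the opposite strand, overlap those of *Pngl* by 385 bases, and the use of strand in the counting is not given in the methods. The count of *Pngl* therefore does not set the libraries labelled *Pngl*-/- apart by a loss of its mRNA, and the genotypes below are those of the labels.

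**Figure D1:**
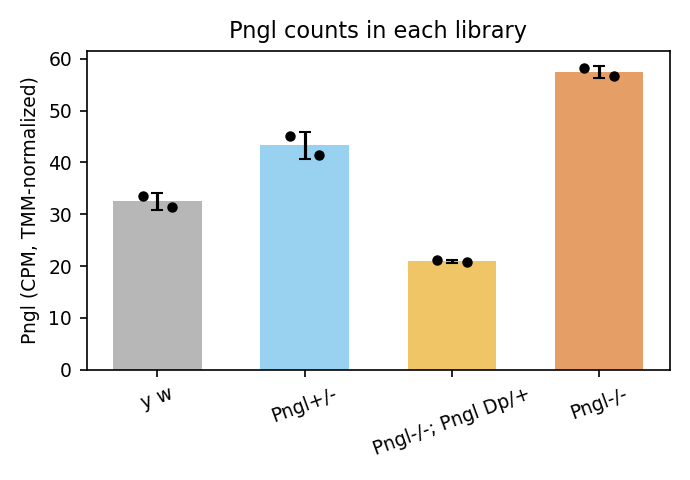
Normalized *Pngl* counts (CPM) in each genotype, with bars for the mean, error bars for the SD and a point for each of the 2 libraries. The libraries labelled *Pngl*-/- have the highest mean, 57.5 CPM, and those of *Pngl Dp/+* the lowest, 20.9 CPM.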

To determine the biological processes that contribute to lethality in *Pngl* mutants, we performed transcriptomic analysis using RNA sequencing (RNA-seq) on a mixed pool of male and female third instar larval midguts of *Pngl*^*–/–*^ animals and three control strains: *y w* (*Pngl*^*+/+*^)*, Pngl*^*+/–*^, and *Pngl*^*–/–*^*; Pngl Dp/+*, which lacks endogenous *Pngl* function but harbors one copy of a *Pngl* genomic duplication shown to fully rescue the lethality of *Pngl*^*–/–*^ animals^27^. 

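Over the 7665 tested genes, the first principal component of log2 CPM (prior count 2, centred, not scaled) carried 61.0% of the variance, the second 20.3% and the third 15.1%. On the first component *y w* lay at −39.8 and −39.6, *Pngl Dp/+* at −22.1 and −21.3, *Pngl*+/- at 15.8 and 17.1, and the libraries labelled *Pngl*-/- at 44.9 and 45.0. The mean distance between libraries of the same genotype was 0.233 of that between genotypes. No other way to part the 8 libraries into 4 pairs gave a ratio as small (exact permutation test, one-sided, p = 0.00952, the smallest p that the design allows). Without composition normalization the first component carried 66.7%. The distance of the libraries labelled *Pngl*-/- was 59.2 to *Pngl*+/-, 76.0 to *Pngl Dp/+* and 87.4 to *y w*. The controls also lay apart, with 71.5 between *y w* and *Pngl*+/-, 59.6 between *Pngl*+/- and *Pngl Dp/+*, and 51.0 between *y w* and *Pngl Dp/+*.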

Principal component analysis (PCA) showed that the first two principal components drive the majority of the variance among the samples, and that all samples show strong distinctive clustering by genotype (Fig. 1a). 

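Against *y w*, 1375 genes were higher and 1867 lower in the libraries labelled *Pngl*-/-. Against *Pngl*+/-, 581 were higher and 1005 lower. Against *Pngl Dp/+*, 924 were higher and 1703 lower. The split depended on the normalization. Without composition normalization, the counts against *y w* were 537 higher and 3023 lower. With TMM factors from all genes, chosen after seeing the data, they were 2146 higher and 1338 lower against *y w* and 1571 higher and 1274 lower against *Pngl Dp/+*, so that most changed genes were higher. Of the genes higher in the libraries labelled *Pngl*-/- than in *y w*, 47.1% were also higher in *Pngl*+/- than in *y w*, and of the genes lower, 59.8% were also lower in *Pngl*+/- than in *y w*. The same shares for *Pngl Dp/+* were 22.9% and 14.3%.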

We then identified the genes differentially expressed between *Pngl*^*–/--*^ and each control, as those showing an absolute fold-change of at least 1.5 and a False Discovery Rate (FDR) equal to or less than 0.05 (Supplementary Data 1). We generated a Shiny app that can be used to perform pairwise and three-way comparisons of these datasets and to download the corresponding differentially expressed gene lists (Supplementary Data 2; https://shiny-portal.embl.de/shinyapps/app/14_flyvenn). To increase the stringency of our analysis, we focused on those differentially expressed genes that were overlapping among these three pairwise comparisons: (1) *Pngl*^*–/–*^ vs *y w*, (2) *Pngl*^*–/–*^ vs *Pngl*^*+/–*^, and (3) *Pngl*^*–/–*^ vs *Pngl*^*–/–*^*; Pngl Dp/+*. 

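In the libraries labelled *Pngl*-/-, 309 genes were higher and 652 lower than in all 3 controls, and 139 genes were higher than in one control and lower than in another. Without composition normalization, the counts were 170 higher and 822 lower, and all 652 lower genes were among those 822. With TMM factors from all genes, chosen after seeing the data, they were 459 higher and 469 lower, so the split depended on the normalization. Of the genes the paper lists in all 3 comparisons, 309 of its 459 higher genes and 467 of its 469 lower genes were among those called here. The gene Cyp6a17 (FBgn0015714, chromosome 2R from 14873953 to 14875739) had a normalized count of 34.3 ± 0.50 CPM (SD, n = 2 libraries) in *y w*, 20.2 ± 0.75 CPM in *Pngl*+/- and 24.3 ± 0.69 CPM in *Pngl Dp/+*. Both of the libraries labelled *Pngl*-/- had at most 3 counts, so that it was at least 219-fold lower than in *y w*, 129-fold lower than in *Pngl*+/- and 155-fold lower than in *Pngl Dp/+*. Cyp4p2 (FBgn0033395) had log2 fold changes of −7.93 against *y w*, −5.38 against *Pngl*+/- and −4.99 against *Pngl Dp/+*. With each library left out in turn, these lay between −8.68 and −7.42, −6.13 and −4.87, and −5.74 and −4.48. Among the genes higher in all 3 comparisons, CG14204 (FBgn0031032) had log2 fold changes of 2.89 against *y w* and 5.49 against *Pngl*+/-. Both *Pngl Dp/+* libraries had at most 3 counts of it, so that it was at least 78.4-fold higher in the libraries labelled *Pngl*-/- than there.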

We found 459 upregulated and 469 downregulated genes in *Pngl*^*–/–*^ larval midguts, when compared to all controls (Fig. 1b and Supplementary Data 3). 

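The gene lists of the paper's 30 categories hold 244 genes, counting a gene once in each direction, of which 242 passed the filter on low counts. Of these, 215 were called in the libraries labelled *Pngl*-/- in all 3 comparisons, in the direction the paper gives. Every listed gene of the 15 lower categories was called. Of the glutathione metabolic process genes, 15 of 16 were called, and of the cytoplasmic translation genes, 2 of 10. The latter number depended on the scaling. It was 10 of 10 with TMM factors from all genes, chosen after seeing the data, and 0 of 10 without composition normalization. These lists hold genes that the paper called on the same libraries, so the counts describe them and test no enrichment. Families were also set by gene name before the data were examined. They are, however, kinds of gene that the paper had reported as changed in the same libraries. Their tests, here and below, are therefore no independent evidence that these kinds of gene change. Of 31 tested glutathione S-transferase genes, 14 were higher in the libraries labelled *Pngl*-/- than in all 3 controls (two-sided Fisher's exact test, p = 3.2e-12, adjusted p = 6.39e-12 over 6 families). Their median log2 fold change was 1.20, 0.76 and 1.13 against *y w*, *Pngl*+/- and *Pngl Dp/+*, and it stayed above 0 under every scaling tried. GstD2 (FBgn0010038) had log2 fold changes of 4.22, 3.63 and 1.56. Of 82 cytosolic ribosomal protein genes, 2 were higher in all 3 comparisons (p = 0.774 from the same exact test), with a median log2 fold change of 0.66 against *y w*. With no filter on low counts, 9 of 90 were (Fisher's exact test, p = 0.00364). With TMM factors from all genes, chosen after seeing the data, 9 of 82 were (Fisher's exact test, p = 0.0964), and without composition normalization none was, so the number depended on the processing.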

Using the Database for Annotation, Visualization, and Integrated Discovery (DAVID)^28,29^, we performed functional gene ontology (GO) analysis on the differentially expressed genes and identified various biological processes significantly altered in *Pngl*^*–/–*^ midguts (Fig. 1c and Supplementary Data 4). 

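Of 33 tested genes for proteasome subunits, 31 were lower in the libraries labelled *Pngl*-/- than in all 3 controls (two-sided Fisher's exact test against the other tested genes, p = 1.53e-31, adjusted p = 9.18e-31 over 6 families). All 33 had negative log2 fold changes in each of the 3 comparisons, under every scaling tried. The median was −0.95 against *y w*, −1.12 against *Pngl*+/- and −0.97 against *Pngl Dp/+*. It lay below the medians of all 10000 random lists matched on abundance and exonic length in each comparison. The gene Rpn3 (FBgn0261396, chromosome 2L from 19051790 to 19053681) had a normalized count of 28.7 ± 0.27 CPM (SD, n = 2 libraries) in the libraries labelled *Pngl*-/-, 97.0 ± 0.83 CPM in *y w*, 73.2 ± 1.80 CPM in *Pngl*+/- and 72.2 ± 0.12 CPM in *Pngl Dp/+*. Its log2 fold change was −1.76 (standard error 0.04, adjusted p = 1.91e-14 from edgeR's quasi-likelihood test) against *y w*, with both libraries below all 6 control libraries. Against *Pngl*+/- it was −1.35 and against *Pngl Dp/+* −1.33. With each library left out in turn, the log2 fold change against *y w* stayed between −1.77 and −1.70. Between the controls, the family's median differed little, at 0.19 for *Pngl*+/- against *y w* and −0.02 for *Pngl Dp/+* against *y w*.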

We found proteasome-mediated processes as the topmost significantly downregulated gene category (Fig. 1c; top panel), in agreement with previous reports on the regulation of proteasomal gene expression by *Pngl* and its homologs^30–34^.

**Fig. 1:**
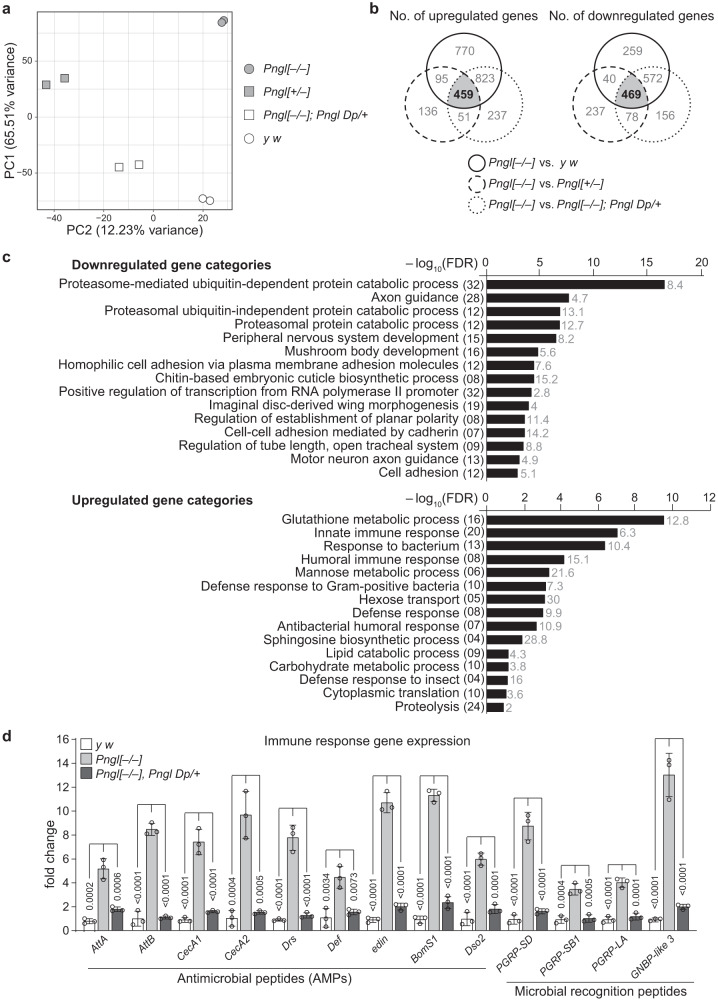
Loss of Pngl is associated with the upregulation of immune response-related genes. **a** Principal component analysis (PCA) plot showing the variance among the genotypes used in RNA-seq. **b** Venn diagrams showing the overlap of differentially regulated genes in *Pngl*^*–/–*^ with comparison to control (*y w*), *Pngl*^*+/–*^ and *Pngl*^*–/–*^*, Pngl Dp/+* in RNA-seq analysis. Number of both upregulated and downregulated genes shown in the Venn diagram were based on >1.5 fold-change. **c** Graph presents DAVID functional GO analysis of biological processes (BP) of downregulated (top), and upregulated (bottom) genes based on their –log_10_ of FDR. Numbers in parenthesis show the number of genes differentially expressed in each category and the numbers next to bars show the fold enrichment. **d** Graph showing expression of immune response-related genes in the indicated genotypes. Values are expressed as fold changes relative to control (*y w*). Mean ± standard deviation of three independent replicates is shown. Numbers on the bars indicate the *P* values. Significance is ascribed as *P* < 0.05 using one-way ANOVA with multiple comparisons followed by Šidák correction. Source data are provided as Source Data file.

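The 7 immune categories in the paper's list hold 24 genes, of which 22 passed the filter on low counts. Of these, 20 were higher in the libraries labelled *Pngl*-/- than in *y w*, 20 higher than in *Pngl*+/- and 20 higher than in *Pngl Dp/+*, and 18 were higher than in all 3 controls. Of the genes of the innate immune response category, 14 of 17 tested were higher in all 3 comparisons, and of the humoral immune response category, 7 of 7.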

Interestingly, a number of significantly upregulated gene categories were related to immune response (Fig. 1c; bottom panel). Many of the upregulated genes in the immune response gene categories encode for antimicrobial peptides (AMPs) and pattern recognition receptor proteins such as peptidoglycan recognition proteins (PGRPs). qRT-PCR analysis on 13 innate immune response genes from the list confirmed the RNA-seq results (Fig. 1d). 

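The counts behind Fig. 1d's 13 genes come from the libraries and not from the qRT-PCR. Dso2 (FBgn0067905) fell below the filter on low counts, with 109 and 131 reads in the libraries labelled *Pngl*-/- and 23 and 21 in *y w*. Of the other 12 genes, 11 were higher in the libraries labelled *Pngl*-/- than in *y w*, 12 higher than in *Pngl*+/- and 12 higher than in *Pngl Dp/+*, and adjusting over the 12 genes alone gave the same counts. The log2 fold changes ranged from 0.38 to 4.91 against *y w*, from 0.73 to 4.67 against *Pngl*+/- and from 1.13 to 6.02 against *Pngl Dp/+*. The largest values against *Pngl*+/- (GNBP-like3) and *Pngl Dp/+* (BomS1) rest on few counts in the control. With each library left out in turn, they lay between 4.15 and 5.67 and between 5.68 and 6.85. The gene edin (FBgn0052185, chromosome 3L from 17494880 to 17495300) had a normalized count of 32.2 ± 1.68 CPM (SD, n = 2 libraries) in the libraries labelled *Pngl*-/-, 1.07 ± 0.03 CPM in *y w*, 4.12 ± 0.13 CPM in *Pngl*+/- and 0.773 ± 0.28 CPM in *Pngl Dp/+*. Its log2 fold change against *y w* was 4.91 (standard error 0.20, adjusted p = 3.3e-14 from edgeR's quasi-likelihood test), with both libraries above all 6 control libraries. PGRP-SD (FBgn0035806) had log2 fold changes of 2.08, 2.25 and 2.97 against *y w*, *Pngl*+/- and *Pngl Dp/+*. PGRP-SB1 (FBgn0043578) was not called against *y w*. Its log2 fold change there was 0.38 (standard error 0.08, adjusted p = 0.000364 from the same test), a fold change under 1.5 with both libraries above those of *y w*, and it was −0.00104 without composition normalization. AttA and AttB, and CecA1 and CecA2, are pairs of near-identical genes, so their separate counts are uncertain.

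**Figure D2:**
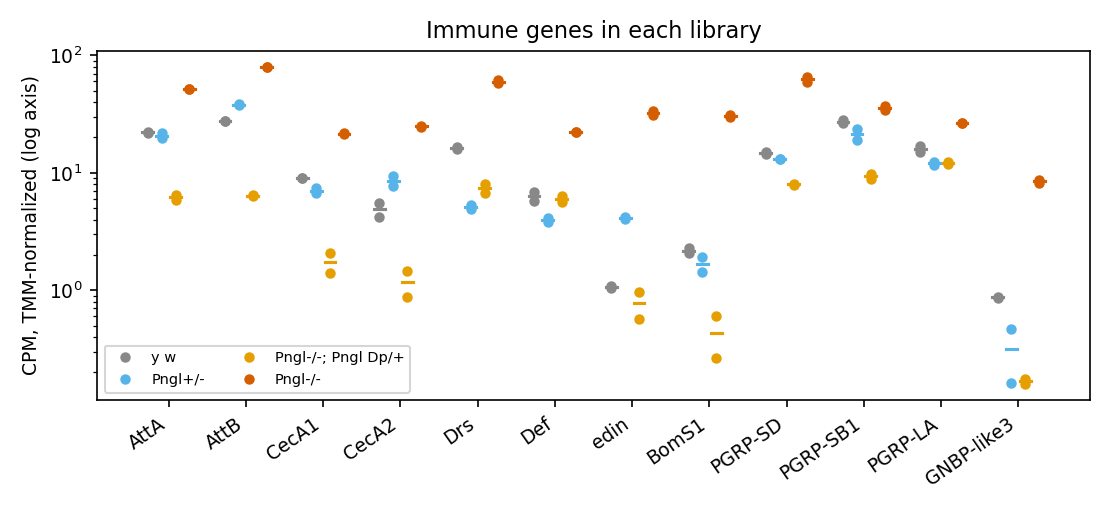
Normalized counts (CPM, log axis) of the 12 tested genes of Fig. 1d in each library, with a point for each of the 2 libraries of a genotype and a line for their mean. For edin, the libraries labelled *Pngl*-/- average 32.2 CPM and *y w* 1.07 CPM.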

Addition of a genomic copy of *Pngl* (*Pngl Dp*) significantly reduced the immune gene expression (Fig. 1d). 

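Of 22 tested antimicrobial peptide genes, set by name before the data were examined, 13 were higher in the libraries labelled *Pngl*-/- than in all 3 controls (two-sided Fisher's exact test, p = 2.08e-13, adjusted p = 6.24e-13 over 6 families). The paper had reported such genes as higher in the same libraries, so this test is no independent evidence. The median log2 fold change was 1.39 against *y w*, 1.36 against *Pngl*+/- and 3.15 against *Pngl Dp/+*, above the medians of all 10000 matched random lists in each comparison and above 0 under every scaling tried. The family was also lower in *Pngl Dp/+* than in *y w*, with a median log2 fold change of −1.997 (adjusted p = 9.85e-21 from limma's camera test), so the rise is largest against *Pngl Dp/+*. Of 14 tested peptidoglycan recognition and related genes, 3 were higher in all 3 comparisons (p = 0.017 from the same exact test, adjusted p = 0.0204). Their median log2 fold change was 0.33, 0.09 and 0.07 against *y w*, *Pngl*+/- and *Pngl Dp/+*, and −0.06, 0.07 and −0.27 without composition normalization. From the higher immune categories, the qRT-PCR of Fig. 1d and the lower expression with the *Pngl* duplication, the paper concludes that loss of *Pngl* raises the expression of immune response-related genes in the larval midgut.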

We conclude that loss of *Pngl* leads to a significant increase in the expression of multiple immune response-related genes in the larval midgut. Importantly, impaired proteasomal gene expression or AMPKα signaling, both of which have been shown to be affected in *Pngl*-deficient animals^27,33^, cannot explain the severe increase in the expression of innate immunity genes in *Pngl*^*–/–*^ larval midguts (Supplementary Figs. 1a, 1b and 2a).

### Enhanced midgut immune response contributes to *Pngl*^*–/–*^ lethality

Expression of AMPs and other innate immune genes in *Drosophila* is regulated by two signaling pathways, the Toll pathway and the immune deficiency (IMD) pathway^35^. Moreover, in the intestinal epithelium, the forkhead transcription factor Foxo can induce the expression of AMPs in response to starvation, energy deprivation, and infection^36,37^. To determine if the increased immune gene expression contributes to the lethality of *Pngl* mutants, we decreased the gene dosage of *foxo*, *Rel* (encodes Relish, which is the NF-κB transcription factor in the IMD pathway) and *Tl* (encodes the Toll receptor). Loss of one copy of each gene in *Pngl*^*–/–*^ larvae resulted in a significant reduction in the midgut expression of the immune response genes, although in most cases the expression levels did not fully return to control levels (Fig. 2a). Notably, we observed a more robust rescue upon reducing *foxo* compared to *Rel* and *Tl* (Fig. 2a). Reducing the gene dosage of *foxo* rescued the lethality of *Pngl* mutants by 40%, while decreasing the gene dosage of *Rel* and *Tl* rescued the lethality of *Pngl*^*–/–*^ animals by 19% and 21%, respectively (Fig. 2b). Moreover, combined heterozygosity for *foxo* and *Rel* or *Tl* in *Pngl*^*–/–*^ animals did not further increase the degree of lethality rescue achieved by reducing *foxo* gene dosage alone (Fig. 2b). These observations suggest that these genes contribute to *Pngl*^*–/–*^ lethality through a common mechanism, likely the induction of innate immune genes. Together, these observations suggest that *foxo*-mediated hyperactivation of innate immune genes is a major contributor to the lethality in *Pngl* mutants.

**Fig. 2:**
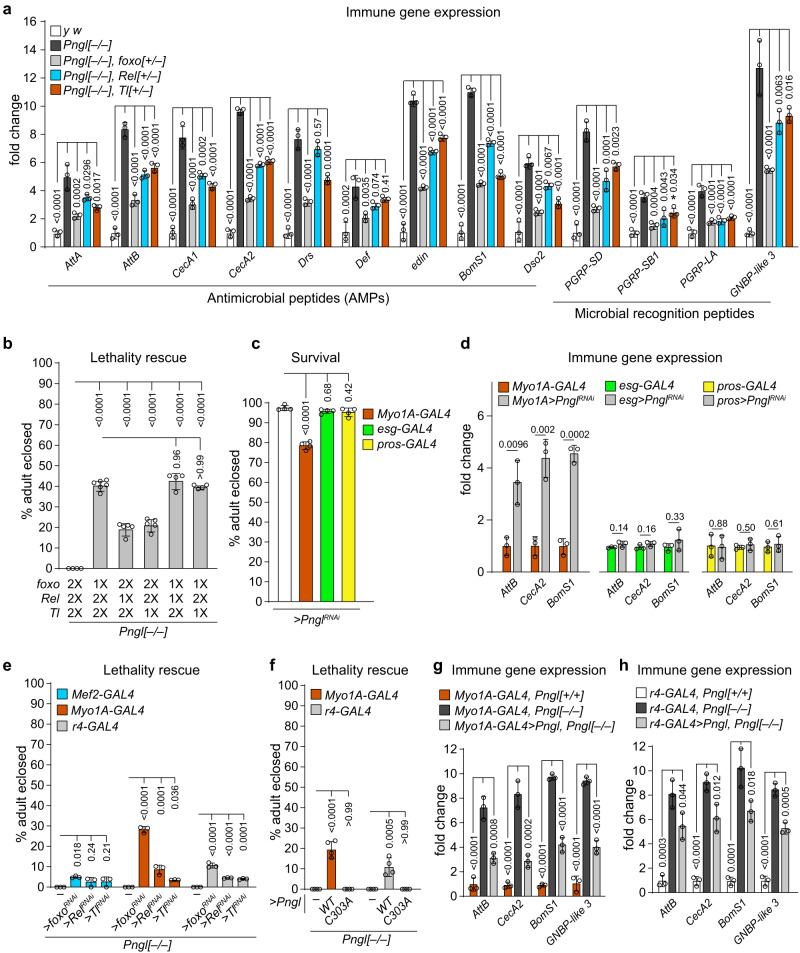
Enhanced innate immune response in midgut contributes to the lethality of *Pngl* mutants. **a** Graph showing immune response gene expression (relative fold change to control, *y w*) in the midgut of age-matched larvae of the indicated genotypes (*n* = 3 independent replicate). **b** Graph showing % lethality rescue in *Pngl* mutants upon removing one copy (1X) of each immune gene activator (*n* = 4–6 independent replicates per genotype). **c** Graph showing survival upon *Pngl* knockdown driven by the indicated GAL4 drivers (*n* = 4 independent replicates). **d** Graph showing immune gene expression (relative fold change to genetic control) in the indicated genotypes (*n* = 3 independent replicates). **e** Graph showing % lethality rescue in *Pngl* mutants upon tissue-specific knockdown of immune activators (*foxo*, *Rel* and *Tl*) using the indicated GAL4 drivers (*n* = 3 independent replicates). **f** Graph showing % lethality rescue in *Pngl* mutants upon overexpression of wild-type (*Pngl*^*WT*^) and catalytically inactivate (*Pngl*^*C303A*^) *Pngl* using indicated GAL4 drivers (*n* = 4 independent replicates). **g**, **h** Graphs showing immune gene expression in the midgut of age-matched larvae of indicated genotypes (*n* = 3 independent replicates). In all panels, each circle represents an independent replicate, and mean ± standard deviation is shown. Numbers on bars indicate the *P* values. Significance is ascribed as *P* < 0.05 using one-way ANOVA with multiple comparisons followed by Šidák correction in (**a**–**c**, **e**–**h**) or two-tailed unpaired t-test (**d**). Source data are provided as Source Data file.

The *Drosophila* larval midgut epithelium is composed of enterocytes, enteroendocrine cells and adult midgut precursor cells^38^. *Pngl* knockdown in enterocytes, but not enteroendocrine or adult midgut precursor cells, led to partial lethality and immune gene induction (Fig. 2c, d). Enterocyte-specific knockdown of *foxo*, *Rel,* and *Tl* resulted in a lethality rescue of ~28%, 8%, and 3% in *Pngl* mutants, respectively (Fig. 2e). We also included the fat body in our analysis, given its prominent role in the systemic release of AMPs^39^. Fat body-specific knockdown of *foxo, Rel*, and *Tl* also led to modest but statistically significant rescue of lethality (Fig. 2e). Taken together, these data suggest that the detrimental effects of immune hyperactivation in *Pngl* mutants primarily results from Foxo-mediated induction of immune response genes in enterocytes and to some extent in the fat body.

Overexpression of wild-type *Pngl* (*Pngl*^*WT*^) but not a catalytically-inactive form of *Pngl* (*Pngl*^*C303A*^) using *Myo1A-GAL4* and *r4-GAL4* drivers led to ~19% and ~11% rescue of *Pngl*^*–/–*^ lethality, respectively (Fig. 2f). These observations indicate that in addition to its role in mesoderm^26^, the enzymatic activity of Pngl is also required in enterocytes and fat body during *Drosophila* development. Notably, enterocyte- and fat body-specific overexpression of *Pngl* in *Pngl* mutants led to a significant reduction of innate immune gene expression in the midgut but did not fully rescue this phenotype (Fig. 2g, h). These data suggest that the hyperactive immune response in *Pngl* mutant midguts is due to the loss of *Pngl* in several cell types.

### *Pngl*^*–/–*^ larvae exhibit Foxo overactivation in intestine and fat body

Foxo is negatively regulated by insulin receptor (InR)/Akt signaling^40^. Under conditions of starvation or energy deprivation, decrease in insulin signaling allows the nuclear localization of Foxo and subsequent induction of its target genes^41^. We found increased nuclear localization of Foxo and a significant reduction in phospho-Foxo (pFoxo) levels in *Pngl*^*–/–*^ midguts, which were rescued by *Pngl Dp* (Fig 3a, b), suggesting increased Foxo activation in midgut upon loss of *Pngl*. Western blot analysis showed a significant decrease in pAkt levels in *Pngl*^*–/–*^ midguts (Fig. 3c). Moreover, we observed a lethality rescue of ~11% and ~17% by enterocyte-specific overexpression of *Akt*^*WT*^ and constitutively active Akt (*Akt*^*CA*^), respectively, in *Pngl* mutants (Fig. 3d). Furthermore, overexpression of *Akt*^*CA*^ in enterocytes led to a significant reduction in innate immune gene expression in *Pngl* mutants (Fig. 3e). Western blot analysis showed that enterocyte-specific overexpression of *Pngl* rescues pAkt levels in *Pngl*^*–/–*^ midguts (Fig. 3f). Together, these data suggest that reduced Akt activation in *Pngl*^*–/–*^ enterocytes contributes to Foxo overactivation and increased immune gene expression in the midgut, and lethality.

**Fig. 3:**
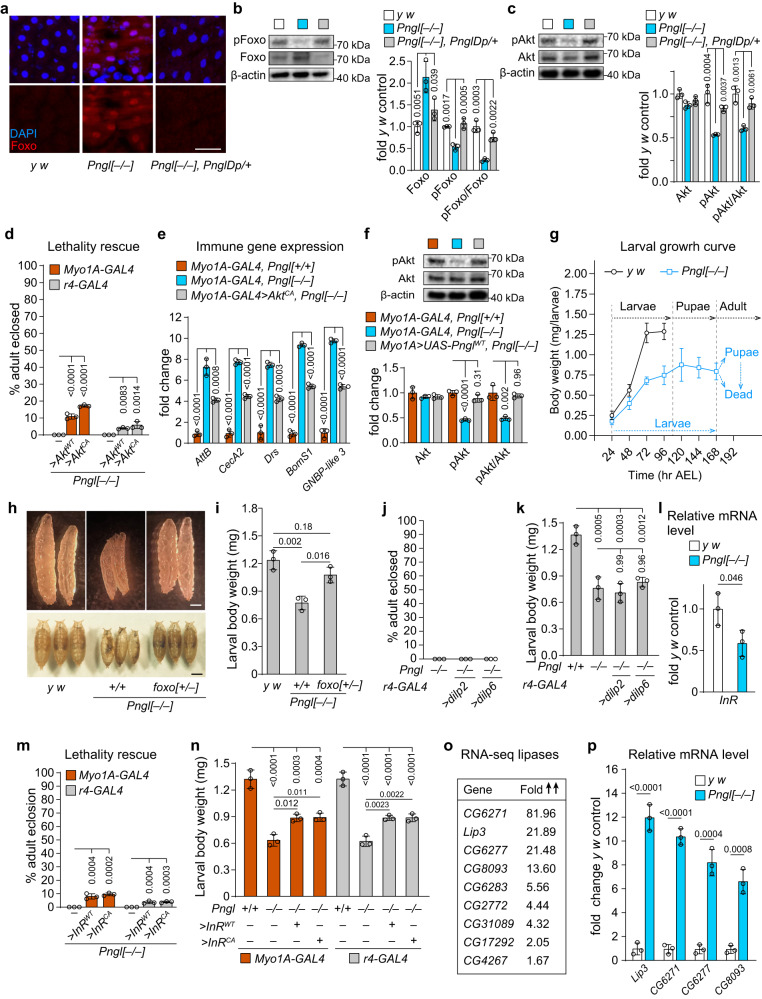
Reduced Akt phosphorylation and enhanced Foxo activation in *Pngl* mutant midguts. **a** Confocal images showing DAPI (blue) and Foxo (red) staining in the larval midguts (96 hr after egg laying, AEL) of indicated genotypes. Scale bar is 50 µm. **b** Western blot images and quantification showing the Foxo and pFoxo levels in the larval midguts (96 hr AEL) of indicated genotypes. **c** Western blot images and quantification showing Akt and pAkt level in the larval midgut (96 hr AEL) of indicated genotypes. **d** Graph showing % lethality rescue of *Pngl* mutants in indicated genotypes. *Akt*^*WT*^, wild-type *Akt*; *Akt*^*CA*^, constitutively active *Akt*. **e** Graph showing immune gene expression in the larval midgut (96 hr AEL) of indicated genotypes. **f** Western blot images and quantification showing Akt and pAkt levels in the larval midgut (96 hr AEL) of indicated genotypes. **g** Graph showing the growth rate curve of control and *Pngl*^*–/–*^ animals. **h** Images of larvae (96 hr AEL) and pupae of the indicated genotypes. Scale bars are 500 µm. **i** Graph showing quantification of larval body weight (96 hr AEL) in indicated genotypes. **j** Graph showing % lethality rescue of *Pngl* mutants in indicated genotypes. **k** Graph showing quantification of larval body weight (96 hr AEL) in indicated genotypes. **l** Graph showing the expression of *InR* in the midguts of age-matched control and *Pngl*^*–/–*^ larvae. **m** Graph showing % rescue of *Pngl*^*–/–*^ lethality in indicated genotypes. *InR*^*WT*^, wild-type *InR*; *InR*^*CA*^, constitutively active *InR*. **n** Graph showing larval body weight (96 hr AEL) in indicated genotypes. **o** Genes in the “Lipid catabolic process” category from the larval midgut RNA-seq, along with the fold increase in their expression level in *Pngl*^*–/–*^ compared to *y w* control. **p** Graph showing the expression of lipases in *Pngl*^*–/–*^ midgut. In all panels, the mean ± standard deviation of three independent replicates is shown. *P* values are indicated on bars. Significance is ascribed as *P* < 0.05 using one-way ANOVA followed by Šidák correction (**b**–**f**, **i**, **k**, **m**, **n**) or two-tailed unpaired student’s t-test (**l**, **p**). Source data are provided as Source Data file.

Small body size is a signature of decreased insulin signaling in flies^42^. *Pngl*^*–/–*^ larvae showed growth retardation compared to controls (Fig. 3g). In agreement with a previous report^43^, we observed a small body size phenotype in *Pngl*^*–/–*^ third instar larvae, which was rescued by decreasing *foxo* (Fig. 3h, i). Accordingly, our data suggest that reduced insulin signaling in the midgut might contribute to *Pngl*^*–/–*^ lethality. The *Drosophila* insulin-like peptide 6 (Dilp6; official name Ilp6) is primarily expressed in third instar larval fat body and is essential for animal growth^44^. However, *dilp6* overexpression in the fat body did not rescue the *Pngl*^*–/–*^ lethality (Fig. 3j). We also overexpressed another insulin-like peptide (Dilp2) in the fat bodies of *Pngl* mutants but did not see any lethality rescue (Fig. 3j). Overexpression of *dipl2* and *dilp6* did not improve the small body size phenotype either (Fig. 3k). We next examined *InR* expression in midguts and found that it is significantly decreased in *Pngl*^*–/–*^ midguts (Fig. 3l). Overexpression of *InR*^*WT*^ and constitutively activate InR (*InR*^*CA*^) in enterocytes led to a modest but statistically significant rescue of the *Pngl*^*–/–*^ lethality (Fig. 3m). A lower degree of rescue was also observed upon *InR*^*WT*^ and *InR*^*CA*^ overexpression in the fat body (Fig. 3m). Overexpression of *InR*^*WT*^ and *InR*^*CA*^ in enterocytes and fat body also exhibited a partial rescue of body size in *Pngl* mutants (Fig. 3n). These observations suggest that reduced InR signaling in enterocytes and potentially fat body contributes to the lethality of *Pngl* mutants.

Reduced InR signaling can result from starvation^45^. One of the hallmarks of starvation in *Drosophila* larvae is an increase in lipid catabolism. Importantly, one of the upregulated gene categories in the RNA-seq analysis was related to lipid catabolic process (Fig. 1c; bottom panel and Fig. 3o), which was confirmed by qRT-PCR experiments (Fig. 3p). These observations suggest that starvation contributes to reduced InR signaling and Foxo activation in *Pngl* mutant larvae.

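Of the 9 lipase genes of Fig. 3o, 8 were higher in the libraries labelled *Pngl*-/- than in all 3 controls. The log2 fold changes of the 9 ranged from 0.54 to 6.15 against *y w*, from 0.58 to 8.08 against *Pngl*+/- and from 0.48 to 4.04 against *Pngl Dp/+*. The gene CG6271 (FBgn0039476, chromosome 3R from 27024968 to 27026109) had a normalized count of 619 ± 15.2 CPM (SD, n = 2 libraries) in the libraries labelled *Pngl*-/-, 8.73 ± 0.73 CPM in *y w*, 2.33 ± 0.96 CPM in *Pngl*+/- and 37.6 ± 3.19 CPM in *Pngl Dp/+*. Its log2 fold change was 6.15 against *y w* (standard error 0.09, adjusted p = 4.93e-17 from edgeR's quasi-likelihood test), with both libraries above all 6 control libraries. Lip3 (FBgn0023495) had log2 fold changes of 4.25, 5.69 and 2.66 against *y w*, *Pngl*+/- and *Pngl Dp/+*. CG4267 (FBgn0264979) was called in none of the 3 comparisons, with log2 fold changes of 0.54, 0.58 and 0.48 and fold changes under 1.5. Several lipases also differed between controls, and CG6271 had a log2 fold change of 2.12 in *Pngl Dp/+* against *y w* and of −1.92 in *Pngl*+/- against *y w*. A set of 11 starvation and Foxo target genes was not higher as a whole. In the libraries labelled *Pngl*-/- its median log2 fold change was −0.34, −0.12 and −0.25 against *y w*, *Pngl*+/- and *Pngl Dp/+*. These medians lay at percentiles 27.4, 40.9 and 44.3 of 10000 random lists matched on abundance and exonic length.

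**Figure D3:**
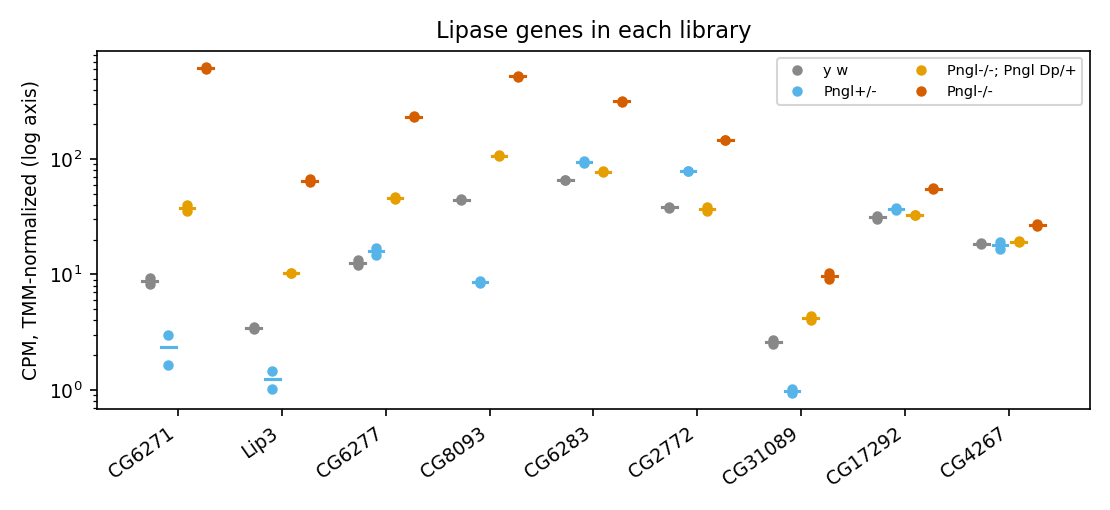
Normalized counts (CPM, log axis) of the 9 lipase genes of Fig. 3o in each library, with a point for each of the 2 libraries of a genotype and a line for their mean. For CG6271, the libraries labelled *Pngl*-/- average 619 CPM and *y w* 8.73 CPM.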

### *Pngl*^*–/–*^ larvae exhibit gut barrier defects

Gut barrier defects can lead to activation of the intestinal innate immune response^2,3^. To examine whether *Pngl*^*–/–*^ larvae exhibited any gut barrier dysfunction, we fed the control and *Pngl*-mutant larvae on food containing FITC-labeled high molecular weight (500-kDa) dextran. In control midguts, the FITC signal was restricted to the central parts of the lumen area, but the *Pngl*^*–/–*^ midguts failed to retain the FITC signal in the lumen area (Fig. 4a, b). Around 55% of the examined *Pngl*-mutant third instar larvae (but none of the WT) showed gut barrier defect, and providing one genomic copy of *Pngl* fully rescued the phenotype (Fig. 4a, c). *Pngl*^*–/–*^ larvae show a gut clearance defect due to reduced *AMPKα* expression in visceral mesoderm^27^. However, adding an *AMPKα Dp* did not rescue the gut barrier defect in *Pngl*^*–/–*^ larvae (Supplementary Fig. 2b). These observations indicate that Pngl is required for normal gut barrier formation in *Drosophila* larvae independently of the AMPKα defects previously reported in these animals.

**Fig. 4:**
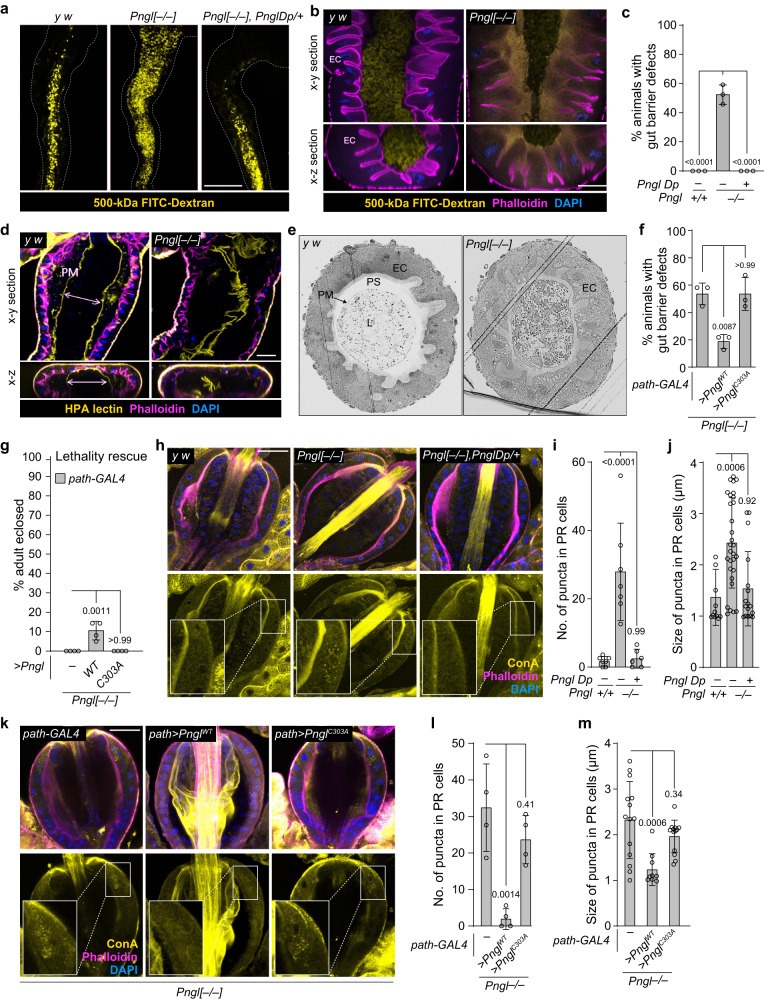
Loss of Pngl is associated with gut barrier defect which contributes to the lethality. **a** Low magnification fluorescent images of the midguts of indicated genotypes upon FITC-labeled dextran (yellow) feeding. **b** Confocal images showing phalloidin (magenta) and DAPI (blue) staining in the indicated genotypes upon FITC-labeled dextran (yellow) feeding. **c** Graph showing the quantification of gut barrier defect phenotype in the indicated genotypes (*n* = 60 for each genotype from three independent experiments). **d** Confocal images showing phalloidin (magenta), DAPI (blue), and HPA-lectin (yellow) staining for peritrophic matrix in control and *Pngl* mutant midguts. **e** Light microscopic images of cross-section of control and *Pngl* mutant midguts. L, lumen; PM, peritrophic matrix; PS, peritrophic space; EC, enterocytes. **f** Graph showing quantification of gut barrier defect phenotype in the indicated genotypes (*n* = 60 for each genotype from three independent experiments). **g** Graph showing % lethality rescue in the indicated genotypes. **h** Confocal images showing Phalloidin (magenta), DAPI (blue), and ConA (yellow) lectin staining in the proventriculus region of third instar larvae of indicated genotypes (*n* = 6–7 for each genotype). Insets show close-up of PM-secreting cells. **i** Graph showing the quantification of the number of intracellular puncta in the indicated genotypes. **j** Graph showing the size of intracellular puncta in the indicated genotypes (*n* = 12–30 puncta from three animals per genotype). **k** Confocal images showing Phalloidin (magenta), DAPI (blue), and ConA (yellow) lectin staining in the proventriculus region of third instar larvae of indicated genotypes (*n* = 4 for each genotype). Insets show a close-up of PM-secreting cells. **l** Graph showing the quantification of the number of intracellular puncta in the indicated genotypes. **m** Graph showing the size of intracellular puncta in the indicated genotypes (*n* = 9–14 puncta from four animals per genotype). The scale bar is 250 µm in (**a**) and 50 µm in (**b**, **d**, **h**, **k**). In all panels, each circle represents an independent replicate in (**c**, **f**, **g**, **i**) or a punctum in (**j**, **m**) and mean ± standard deviation is shown. *P* values are indicated on bars. Significance is ascribed as *P* < 0.05 using one-way ANOVA followed by Šidák correction. Source data are provided as Source Data file.

Given the impaired gut barrier function of *Pngl*^*–/–*^ larvae, we examined the integrity of peritrophic matrix (PM) by marking the PM in *Pngl*^*–/–*^ and control larvae with Helix pomatia agglutinin (HPA) lectin, which selectively binds to α-*N*-acetylgalactosamine residues and is specific for *O-*glycans^46,47^. In control larvae, PM separated a central luminal area from a peripheral “peritrophic” space adjacent to the apical surface of the midgut epithelium (Fig. 4d), an arrangement which is thought to ensure that abrasive food particles and microorganisms pass through the gut without contacting the epithelial cells^13^. However, although PM can clearly be observed in the midgut of *Pngl*^*–/–*^ larvae, it is highly disorganized and appears to be collapsed on itself (Fig. 4d). This is accompanied by epithelial irregularities, as evidenced by defects in apical phalloidin staining and detachment of some epithelial cells (Fig. 4d). In addition, analysis of midgut sections by light microscopy showed the lumen area lined with intact PM and a peritrophic space between enterocytes and PM in control animals. In contrast, *Pngl*^*–/–*^ midguts displayed a dense lumen content (potentially due to the gut clearance defect previously reported in these animals^27^), disorganized PM, and loss of peritrophic space (Fig. 4e). These observations indicate that impaired gut barrier function in *Pngl*^*–/–*^ larvae is associated with PM abnormalities.

To determine if loss of *Pngl* in PR cells (present in proventriculus) contributes to the gut barrier defects observed in *Pngl*^*–/–*^ larvae, we overexpressed *Pngl* in PR cells of *Pngl* mutants using *path-GAL4* and fed the larvae with 500-kDa FITC-dextran. We found that the penetrance of gut barrier phenotype in *Pngl*^*–/–*^ larvae was reduced from 55% to ~20% upon PR-specific overexpression of *Pngl*^*WT*^, but not *Pngl*^*C303A*^ (Fig. 4f). This was accompanied by a lethality rescue of ~11% (Fig. 4g). In addition to proventriculus, *path-GAL4* also drives expression in larval fat body, brain and salivary glands (Supplementary Fig 3a). However, *Pngl* overexpression in these tissues with specific drivers did not rescue the gut barrier defect of *Pngl*^*–/–*^ larvae (Supplementary Fig. 3b). Additionally, *Pngl* knockdown driven by *path-GAL4*, but not by other drivers, recapitulates the gut barrier defect (Supplementary Fig 3c). Together, these data indicate that the deglycosylation activity of Pngl is required in PR cells to ensure the integrity of the PM and gut barrier and to promote the survival of *Drosophila* larvae.

To assess whether there is an accumulation of *N*-glycoproteins in the PR cells of *Pngl* mutant larvae, we stained the proventricular regions of these animals and control third instar larvae with two lectins: wheat germ agglutinin (WGA), which recognizes *N*-acetylglucosamine in *O*-glycans, chitins, and *N*-glycans, and concanavalin A (Con A), which primarily binds high-mannose *N*-glycans^15,48^. Notably, *Pngl* mutants showed a significant increase in the number and size of ConA^+^ intracellular puncta in the PR cells, which was rescued by *Pngl Dp*, suggesting that loss of *Pngl* might affect the trafficking and/or secretion of some *N*-glycoproteins (Fig. 4h–j). A similar increase was observed in the number of WGA^+^ puncta in *Pngl*^*–/–*^ PR cells (Supplementary Fig. 3d, e). Importantly, overexpression of *Pngl*^*WT*^, but not *Pngl*^*C303A*^, in PR cells rescued the number and size of the ConA^+^ intracellular puncta in *Pngl* mutants (Fig. 4k–m), suggesting a key role for the enzymatic activity of Pngl in PR cells. These observations provide a potential mechanism for the PM defects observed in *Pngl*^*–/–*^ larvae.

### Germ-free rearing does not rescue the *Pngl*^*–/–*^ lethality

The gut barrier defects and upregulation of multiple microbial recognition peptides in *Pngl*^*–/–*^ larvae (Figs. 4 and 1d) suggest that the gut microbiota might contribute to some of the *Pngl*^*–/–*^ phenotypes. Moreover, altered gut microbiota can precede intestinal barrier defects in aging adult *Drosophila*^49^. To directly examine the role of gut microbiota in *Pngl-*mutant phenotypes, we generated germ-free (GF) *Pngl*^*–/–*^ and control larvae. GF *Pngl* mutants did not show any improvement in their gut barrier phenotype (Fig. 5a), suggesting that the PM defects caused by loss of *Pngl* are not due to altered gut microbiota.

**Fig. 5:**
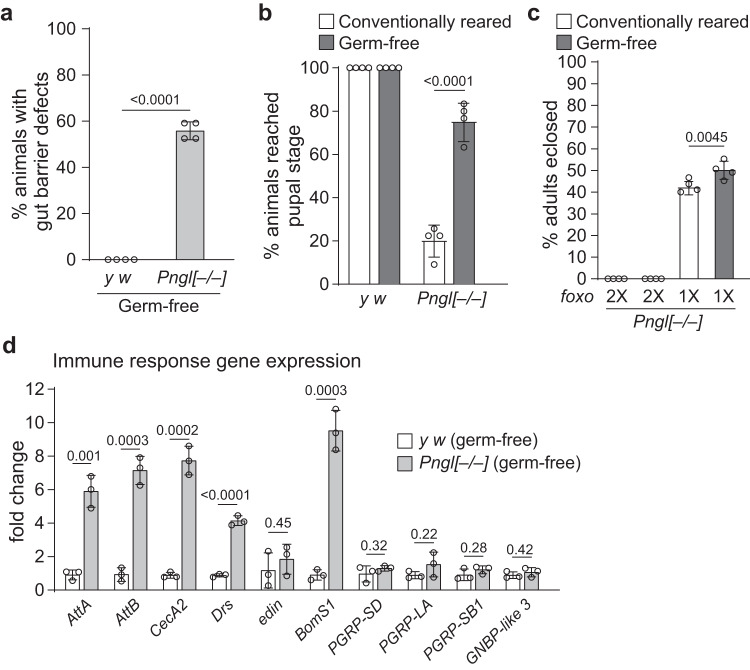
Gut microbiota does not explain gut barrier defects and lethality in *Pngl* mutants. **a** Graph showing quantification of gut barrier defect phenotype in germ-free control and *Pngl*^*–/–*^ larvae (60 animals for each group from four independent experiments). **b** Graph showing the percentage of germ-free and conventionally reared control and *Pngl*^*–/–*^ animals that reached the pupal stage (120 animals for each group from four independent experiments). **c** Graph showing % lethality rescue in germ-free and conventionally reared *Pngl*^*–/–*^ and *Pngl*^*–/–*^*; foxo*^*+/–*^ animals (*n* = 4 independent replicates). **d** Graph showing immune gene expression in germ-free control and *Pngl*^*–/–*^ larvae (*n* = 3 independent replicates). In all panels, each circle represents an independent replicate, and mean ± standard deviation is shown. *P* values are indicated on bars. Significance is ascribed as *P* < 0.05 using two-way ANOVA followed by Šidák correction (**b**, **c**) or two-tailed unpaired student’s t-test (**a**, **d**). Source data are provided as Source Data file.

The GF *Pngl*^*–/–*^ larvae showed a significant increase in the percentage of larvae that reach the pupal stage compared to conventionally-reared *Pngl*^*–/–*^ larvae (Fig. 5b), suggesting an important role for gut microbiome in the developmental delay of *Pngl* mutants. However, GF rearing did not lead to any rescue in the *Pngl*^*–/–*^ lethality (Fig. 5c). Of note, GF rearing of *Pngl*^*–/–*^*; foxo*^*+/–*^ larvae resulted in further improvement in their survival compared to conventionally-reared *Pngl*^*–/–*^*; foxo*^*+/–*^ animals (Fig. 5c, also compare to Fig. 2b) suggesting that the contribution of gut microbiome to *Pngl*^*–/–*^ lethality is redundant to that of Foxo hyperactivation. Expression of the genes involved in the recognition of microorganisms is not statistically different between GF *Pngl*^*–/–*^ and GF *y w* larval midguts (Fig. 5d). However, the GF *Pngl*^*–/–*^ larval midguts still exhibit a significant increase in the expression of most AMPs (Fig. 5d). Together, these data suggest that although gut microbiota plays an important role in the developmental delay of *Pngl*^*–/–*^ larvae, it is not the major inducer of immune gene expression and lethality in these animals.

### Gut barrier defects lead to starvation and *Pngl*^*–/–*^ lethality

To gain mechanistic insight into the role of gut barrier defects in the lethality of *Pngl*^*–/–*^ larvae and to separate the effects of gut barrier defect from the cell-autonomous effects of loss of *Pngl* in the enterocytes and fat body, we induced gut barrier defects in control (*Pngl*^*+/+*^) animals by feeding them with polyoxin D (Poly D), a chitin synthase inhibitor that disrupts PM formation in insects^50,51^. Poly D feeding for 48 hours resulted in a 43%-penetrant gut barrier phenotype in *y w* animals (Fig. 6a), confirming that this strategy can impair PM formation in *Drosophila* larvae. Poly D feeding also led to ~19% lethality, and increased expression of immune genes and lipases (Fig. 6b–d), indicating gut barrier defect can cause immune gene induction, starvation and lethality in *Drosophila* larvae.

**Fig. 6:**
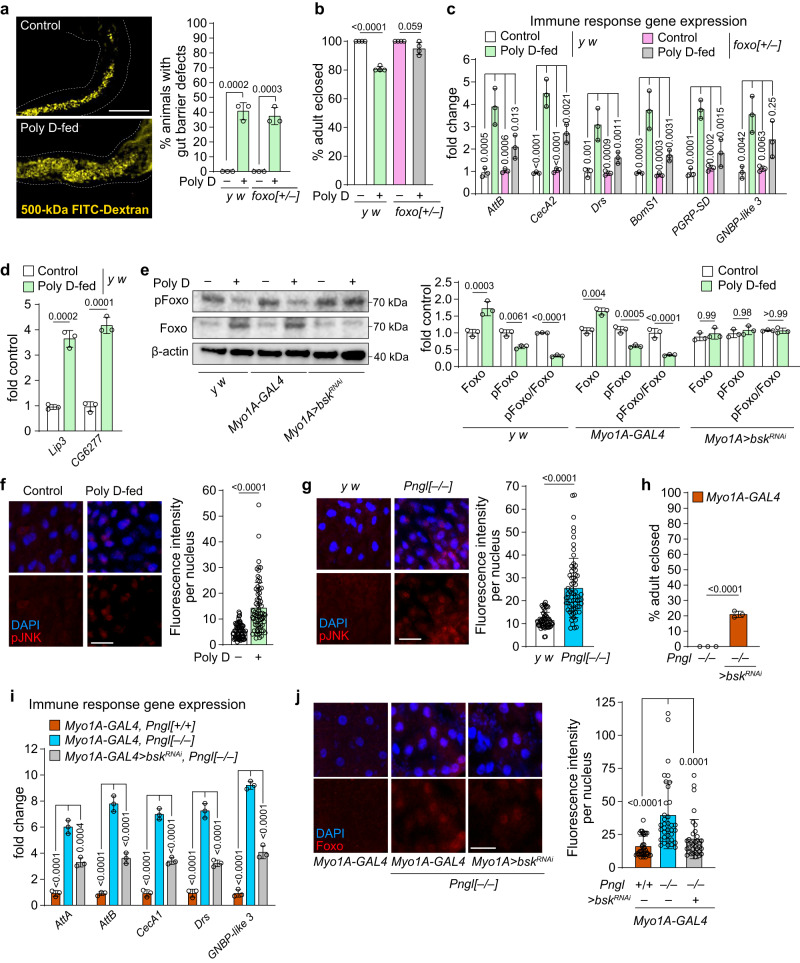
Gut barrier defects induce starvation and Foxo-dependent induction of innate immune genes and lethality. **a** Confocal images showing FITC-labeled dextan (yellow) in midguts from control and Poly D-fed larvae of indicated genotypes and quantification of gut barrier defect in these animals (*n* = 3 independent replicates). Scale bar is 250 µm. **b** Graph showing % adult eclosion in Poly D-fed control and *foxo*^*+/–*^ animals (*n* = 4 independent replicates). **c** Graph showing immune response gene expression in control and Poly D-fed *y w* and *foxo*^*+/–*^ midguts (*n* = 3 independent replicates). **d** Graph showing gene expression of lipases in control and Poly D-fed midguts of *y w* larvae (*n* = 3 independent replicates). **e** Western blot images and quantification graph showing Foxo and pFoxo levels in the midguts of Poly D-fed larvae of indicated genotypes (*n* = 3 independent replicates). **f** Confocal images showing DAPI (blue) and pJNK (red) staining and quantification in control and Poly D-fed *y w* midguts. The scale bar is 50 µm. *n* = 69 nuclei from four animals for each group. **g** Confocal images showing DAPI (blue) and pJNK (red) staining and quantification in control and *Pngl*^*–/–*^ midguts. The scale bar is 50 µm. n = 56 (*y w*) and 66 (*Pngl*^*–/–*^) nuclei from four animals for each group. **h** Graph showing % lethality rescue upon enterocyte-specific knockdown of *Drosophila* JNK (*bsk*) in *Pngl* mutants (*n* = 3 independent replicates). **i** Graph showing innate immune gene expression in the indicated genotypes (*n* = 3 independent replicates). **j** Confocal images showing DAPI (blue) and Foxo (red) staining and quantification of Foxo nuclear localization in the indicated genotypes. The scale bar is 50 µm. *n* = 35–36 nuclei from three animals for each group. Each circle represents an independent replicate in (**a**–**e**, **h**, **i**) or a nucleus in (**f**, **g**, **j**). Mean ± standard deviation is shown in all graphs. *P* values are indicated on bars. Significance is ascribed as *P* < 0.05 using one-way ANOVA followed by Šidák correction (**e**, **I**, **j**), two-way ANOVA followed by Šidák correction (**c**) or two-tailed unpaired student’s t-test (**a**, **b**, **d**, **f**–**h**). Source data are provided as Source Data file.

Poly D-fed *foxo*^*+/–*^ larvae showed a 38%-penetrant gut barrier phenotype, indicating that as expected, loss of one copy of *foxo* does not affect the ability of Poly D to impair gut barrier integrity (Fig. 6a). However, removing one copy of *foxo* rescued the lethality caused Poly D feeding and significantly reduced the expression of most immune genes induced by this chemical (Fig. 6b, c). Further, western blot analysis revealed a significant reduction in the relative levels of pFoxo in midguts of Poly D-fed larvae, suggesting Foxo activation (Fig. 6e). Importantly, quantification of the number of mandibular movements per second suggests a comparable feeding behavior in control and *Pngl*-mutant larvae (Supplementary Fig. 4). Therefore, the starvation signature observed in these animals is not likely to be due to reduced feeding. Together, these observations indicate that gut barrier defects can lead to a starvation-like condition in *Drosophila* larvae and suggest that Foxo likely operates downstream of this starvation-like phenotype to mediate the lethality associated with gut barrier defects.

Overexpression of InR or Akt in the midgut was less effective in rescuing the *Pngl*^*–/–*^ lethality compared to *foxo* knockdown by using the same driver (compare Fig. 3d, m to Fig. 2f). Therefore, in addition to reduced InR signaling, other pathways are likely to contribute to Foxo activation and lethality in *Pngl*^*–/–*^ midguts. The Jun-N-terminal Kinase (JNK) pathway is a potential candidate for these effects, as it is activated in epithelial tissues by a variety of extrinsic and intrinsic stressors and can induce the nuclear localization and activation of Foxo^52,53^. Indeed, feeding Poly D to control larvae led to the activation of JNK signaling in larval midgut, as evidenced by the accumulation of phospho-JNK (pJNK) in their midgut epithelial cells (Fig. 6f). Western blot analysis showed that enterocyte-specific knockdown of the *Drosophila* JNK homolog *basket* (*bsk*) suppressed the Foxo activation in the midgut of Poly D-fed larvae (Fig. 6e). *Pngl*^*–/–*^ larvae also accumulated pJNK in their midgut epithelial cells (Fig. 6g). Moreover, *bsk* knockdown in enterocytes led to a lethality rescue of 22% in *Pngl*^*–/–*^ larvae (Fig. 6h), accompanied by a significant decrease in immune gene expression and a significant decrease in Foxo nuclear localization in midguts (Fig. 6i, j). Altogether, these observations suggest that gut barrier defects lead to increased JNK signaling in *Pngl*^*–/–*^ midgut epithelial cells, which itself contributes to Foxo activation and lethality in these animals.

### *Pngl* mutants exhibit an increase in lipid catabolism

Starvation can lead to lipid mobilization^45,54^. In line with the significant increase in the expression of multiple lipase genes in *Pngl*^*–/–*^ midguts (Fig. 3o, p), we observed a significant reduction in the lipid storage in fat body and midgut of *Pngl* mutants (Fig. 7a). We also found a significant decrease in triacylglycerol (TAG) level in hemolymph and midgut of *Pngl* mutants throughout the third instar larval period (Fig. 7b), accompanied by a significant increase in free fatty acid levels in hemolymph of early third instar *Pngl* mutants (Fig. 7c, 72 hr). By mid-third instar larval stage, free fatty acid levels return to normal (Fig. 7c, 108 hr), potentially suggesting the depletion of energy reserve as the development of *Pngl*^*–/–*^ larvae proceeds. Loss of one copy of *foxo* improved all of these phenotypes (Fig. 7a–c). Together, these data indicate that *Pngl*^*–/–*^ larvae experience a significant degree of starvation associated with a Foxo-dependent increase in lipid catabolism.

**Fig. 7:**
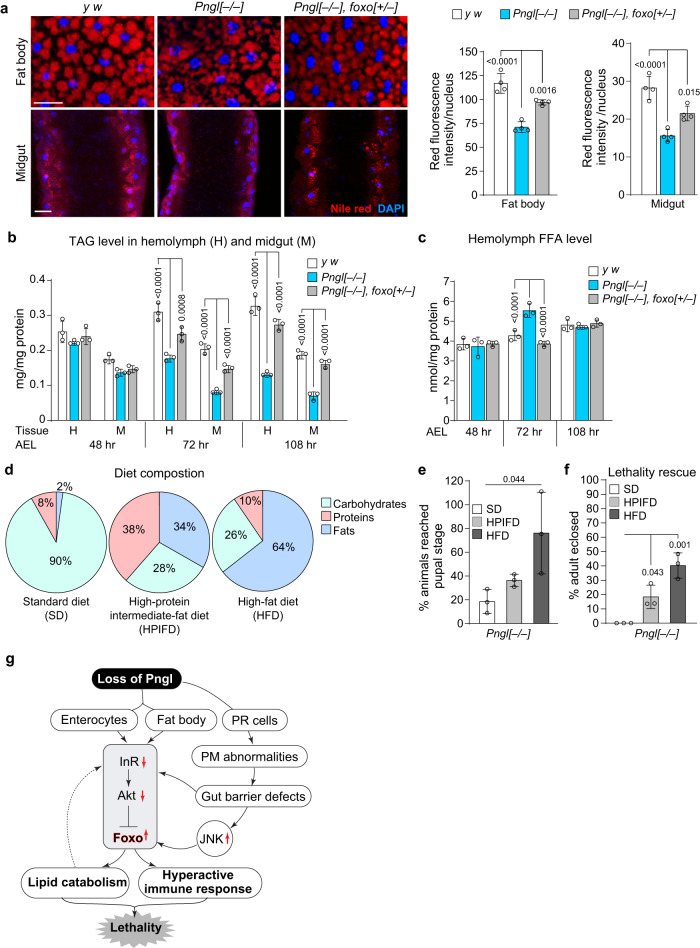
*Pngl* mutants exhibit increased lipid catabolism and supplementation on dietary lipid partially rescues their lethality. **a** Images showing Nile red (red) and DAPI (blue) staining in fat body and midgut of the indicated genotypes and their quantification (*n* = 4 independent replicates). Scale bars are 50 µm. **b** Triacylglycerol (TAG) level in hemolymph and midgut of indicated genotypes (*n* = 3 independent replicates). **c** Free fatty acid (FFA) level in the hemolymph of indicated genotypes (*n* = 3 independent replicates). **d** Pie charts showing % carbohydrates, proteins and fats in different diet compositions. **e** Graph showing % animals that reach the pupal stage upon feeding on the indicated diets (*n* = 3 independent replicates). **f** Graph showing lethality rescue in *Pngl* mutants upon feeding on the indicated diets (*n* = 3 independent replicates). **g** Schematic model showing that loss of *Pngl* in several cell types of the *Drosophila* larvae results in Foxo overactivation and subsequent innate immune gene expression and lipid catabolism, leading to lethality. In all panels, each circle represents an independent replicate, and mean ± standard deviation is shown. *P* values are indicated on bars. Significance is ascribed as *P* < 0.05 using one-way ANOVA followed by Šidák correction (**a**, **e**, **f**) or two-way ANOVA followed by Šidák correction (**b**, **c**). Source data are provided as Source Data file.

### Dietary lipid supplementation partially rescues the *Pngl*^*–/–*^ lethality

In the standard fly food used in our experiments, only 2% of the total energy contents is provided by lipids. The depletion of lipid storage in *Pngl*^*–/–*^ midgut and fat body prompted us to examine whether increasing the fat content of the food can promote the survival of *Pngl*^*–/–*^ larvae. To this end, we used two additional isocaloric food compositions with different fat contents in our experiments: a “high-protein intermediate-fat diet” (HPIFD) and a “high-fat diet” HFD (Fig. 7d and Supplementary Table 1). On our standard diet (SD), on average 19.6% of *Pngl*^*–/–*^ larvae reached the pupal stage (Fig. 7e). However, when grown on isocaloric HPIFD and HFD, 37.3% and 77.2% of *Pngl*^*–/–*^ larvae reached the pupal stage, respectively (Fig. 7e). Further analysis indicated that the developmental delay of *Pngl*^*–/–*^ larvae was partially rescued by HPIFD and fully rescued by HFD (Supplementary Fig. 5a). Remarkably, HPIFD and HFD also led to *Pngl*^*–/–*^ lethality rescues of 19.2% and 41.1%, respectively (Fig. 7f). Immunostaining indicated that HFD significantly reduced the Foxo nuclear localization in midgut and fat body of *Pngl* mutants (Supplementary Fig. 5b), and partially rescued innate immune gene overexpression in *Pngl* mutants (Supplementary Fig. 5c). These data underscore the contribution of metabolic abnormalities and energy depletion to the developmental delay and lethality in *Pngl* mutants.

## Discussion

We previously reported that Pngl is required in the midgut visceral mesoderm for the regulation of Dpp and AMP kinase signaling in *Drosophila*^26,27,55^. However, impairment of these two pathways only partially explained the lethality of *Pngl*^*–/–*^ animals. Here, we report that *Pngl* plays critical roles in several other cell types (PR cells, enterocytes, and fat body cells). Loss of *Pngl* leads to gut barrier defects, as well as suppression of InR signaling and activation of JNK signaling in enterocytes. These alterations result in overactivation of Foxo in enterocytes and fat body, which in turn leads to hyperactivation of intestinal innate immune genes and increased lipid catabolism, ultimately causing lethality (Fig. 7g). *Pngl* mutants show significant developmental delay and less than 1% of the animals reach adulthood^25,26^. Intriguingly, growing *Pngl* mutants on an isocaloric high-fat diet fully rescued their developmental delay and allowed ~41% of the animals to reach adulthood, strongly suggesting that depletion of energy depot during the larval and pupal development plays a critical role in the lethality of *Pngl* mutants. We note that a high-fat diet also suppressed Foxo overactivation in the fat body and midgut of *Pngl*^*–/–*^ larvae. This observation suggests that by worsening the starvation status, enhanced lipid catabolism engages in a vicious cycle with Foxo overactivation and negatively impacts the survival of *Pngl*^*–/–*^ animals. We note that nutrient deprivation can also suppress lipogenesis in enterocytes and the fat body through enhanced secretion of Tachykinins by enteroendocrine cells^56^. It remains to be examined whether reduced lipogenesis also contributes to low lipid content in *Pngl*^*–/–*^ larvae.

Our data provide strong evidence that hyperactivation of innate immune genes contributes to lethality in *Pngl* mutants. First, decreasing the gene dosage of *foxo*, *Rel* and *Tl*, which are the known regulators of innate immune gene expression, partially rescued the lethality in *Pngl* mutants. In addition, in all of our other genetic and diet-induced rescue experiments, rescue of lethality was accompanied by reduced immune gene expression. It has recently been reported that overexpression of AMPs results in cytotoxicity and cell death in aging *Drosophila*^7^. Our data suggest immune hyperactivation can also induce lethality during development and that Pngl prevents immune hyperactivation in part by helping establish a normal gut barrier.

Although *foxo* heterozygosity had the biggest rescue effect in *Pngl* mutants, loss of one copy of *Rel* and *Tl* also showed some degree of lethality rescue. Since pathogens are thought to be the main inducers of the Imd and Toll pathways in *Drosophila*^57^, we anticipated that gut microbiota contributes to the lethality of *Pngl*^*–/–*^ animals. Rather surprisingly, GF rearing of *Pngl* mutants did not rescue lethality at all, even though it dramatically rescued the developmental delay in these animals. How can one reconcile these observations? Since GF rearing also removes commensal bacteria, one possibility is that commensal bacteria are important for gut homeostasis in *Pngl* mutants. Regardless of the reason for this discrepancy, our data indicate that upon gut barrier defect in *Pngl* mutants, gut microbiota are not the primary mediators of hyperactive immune response.

Accumulation of ConA^+^ and WGA^+^ puncta in PM-secreting cells in *Pngl*^*–/–*^ larvae suggests that loss of Pngl might affect the secretion of some *N*-glycoproteins. Components of the *Drosophila* larval PM have not been systematically identified. However, studies in other insects indicate that some PM components are *N*-glycoproteins^16,17^. It remains to be studied whether the gut barrier defects observed in *Pngl*^*–/–*^ larvae result from a failure in the deglycosylation and secretion of key *N*-glycoprotein components of the PM. 

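Muc68Ca, Muc26B, Muc96D, Muc11A and Muc68E were each lower in the libraries labelled *Pngl*-/- than in all 3 controls. The log2 fold changes of the 5 genes ranged from −3.06 to −2.26 against *y w*, from −2.57 to −0.67 against *Pngl*+/- and from −3.55 to −1.78 against *Pngl Dp/+*. The gene Muc96D (FBgn0051439, chromosome 3R from 25397788 to 25400645) had a normalized count of 161 ± 14.0 CPM (SD, n = 2 libraries) in the libraries labelled *Pngl*-/-, 1313 ± 12.4 CPM in *y w*, 959 ± 149 CPM in *Pngl*+/- and 848 ± 47.9 CPM in *Pngl Dp/+*. Its log2 fold change was −3.02 (standard error 0.08, adjusted p = 6.95e-14 from edgeR's quasi-likelihood test) against *y w*, with both libraries below all 6 control libraries. Of 7 tested mucin genes, 5 were lower in all 3 comparisons (two-sided Fisher's exact test, p = 7.97e-05, adjusted p = 0.00012 over 6 families), and the family's median was negative under every scaling tried. These 5 are the mucins that the paper names from the same libraries, so this test describes them and is no independent evidence. The other 2, Muc55B and Muc18B, named after their values were seen, were higher in the libraries labelled *Pngl*-/-, with log2 fold changes of 1.52, 0.56 and 1.32 and of 0.77, 0.52 and 0.76 against *y w*, *Pngl*+/- and *Pngl Dp/+*. With a CPM of at least 1 they were called higher in all 3 comparisons. Tested against a fold change of 1.5, 3 of the 7 were lower in all 3. Of the 5, 4 were also called lower in *Pngl*+/- than in *y w*, with log2 fold changes of −2.39 (Muc11A), −2.14 (Muc68E), −1.35 (Muc68Ca) and −0.90 (Muc26B). With each library left out in turn, the log2 fold change of Muc68E against *Pngl*+/- lay between −0.88 and −0.45. A set of 9 marker genes of cuticle-forming foregut and hindgut was also lower in the libraries labelled *Pngl*-/-. Its medians were −1.77, −0.57 and −1.68 against *y w*, *Pngl*+/- and *Pngl Dp/+*. A difference in the tissue content of the dissected midguts was therefore not ruled out for the mucins.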

Notably, a number of putative PM components (Muc68Ca, Muc26B, Muc96D, Muc11A, and Muc68E) were downregulated in *Pngl*^*–/–*^ midguts based on our RNA-seq analysis (Supplementary Data 3), suggesting an alternative mechanism for PM abnormalities in *Pngl* mutants.

Human insulin receptors harbors 19 predicted *N-*glycosylation sites, 14 of which have been experimentally verified^58^. Importantly, *Drosophila* InR is predicted to have 12 *N*-glycosylation sites (NetNGlyc 1.0 server prediction^59^). Therefore, while the reduction in InR signaling in *Pngl*^*–/–*^ larvae can be explained by starvation and reduced expression of *InR*, it is also plausible that the InR protein itself is a direct target of Pngl and shows abnormal trafficking and/or function upon loss of Pngl-mediated deglycosylation. Further studies are required to identify and characterize the biologically relevant targets of NGLY1/Pngl in the *Drosophila* larval intestine and fat body.

Human patients with NGLY1 deficiency display an array of symptoms including global developmental delay, lack of tears, and chronic constipation^60^. Some of the NGLY1 deficiency patients were reported to have recurrent, severe respiratory infections, while others were reported to have higher than expected antibody titers against rubella and rubeola after Measles, Mumps, and Rubella (MMR) vaccination^23^. Transcriptome profiling indicated significant upregulation of genes involved in immunity in NGLY1 deficiency patient fibroblasts compared to control fibroblasts^34^. Moreover, global gene profiling in *Ngly1*-deficient melanoma cells showed upregulation of cytokines such as interferon β1 and interleukin 29 (ref. ^61^), and *Ngly1*^*–/–*^ mouse embryonic fibroblasts exhibit increased expression of the interferon genes^31^. In addition, RNA-seq in adult flies with RNAi-medicated *Pngl* knockdown also showed an increase in the expression of the innate immune genes^33^. Although these reports linked NGLY1 deficiency and altered immune response in various contexts, the current study is the first report on the role of NGLY1/Pngl in gut immunity and systemic metabolism in an in vivo model. Of note, altered glycosylation in intestinal epithelial cells is implicated in chronic inflammatory diseases including inflammatory bowel disease^62^. Considering these reports, the critical roles uncovered here for *Drosophila* Pngl in regulating the gut mucus barrier, innate immune response, and metabolic homeostasis warrant further studies to explore whether loss of NGLY1 in other systems or alterations in *N*-glycosylation machinery exert similar immune and metabolic effects.

## Methods

### *Drosophila* strains and culture

Animals were reared at room temperature on standard food containing cornmeal, molasses, and yeast in all experiments except for those involving high-protein, intermediate-fat diet (HPIFD) and high-fat diet (HFD). The detailed composition of these diets is listed in Supplementary Table 1. The following *Drosophila* strains were used in the study: (1) *y w*, (2) *foxo*^*Δ94*^*/TM6B, Tb*^*1*^, (3) *Tl/TM3, Sb*^*1*^, (4) *Rel*^*E38*^, (5) *UAS-foxo*^*RNAi*^, (6) *UAS-Tl*^*RNAi*^, (7) *y*^*1*^ sc^*^ *v*^*1*^ *sev*^*21*^*;UAS-Rel*^*RNAi*^, (8) *Myo1A-GAL4* (enterocytes), (9) *r4-GAL4* (fat body), (10) *c135-GAL4* (*path-GAL4*), (11) *UAS-dipl2*, (12) *UAS-InR*^*WT*^, (13) *UAS-InR*^*A1325D*^ (constitutively activated *UAS-InR*^*CA*^), (14) *UAS-Akt*^*WT*^, (15) *UAS-Akt*^*ΔPH*^ (constitutively activated *UAS-Akt*^*CA*^), (16) *UAS-mCherry*^*nls*^, (17) *pros-GAL4* (enteroendocrine cells), (18) *esg-GAL4* (adult midgut precursors), (19) *elav-GAL4* (neurons), (20) *C147-GAL4* (salivary glands) and (21) *UAS-bsk*^*RNAi*^ (Bloomington Drosophila Stock Center); (22) *Mef2-GAL4* (mesoderm; ref. ^63^); (23) *Pngl*^*ex14*^, (24) *UAS-Pngl*^*WT*^ and (25) *UAS-Pngl*^*C303A*^ (ref. ^25^); (26) *PBac{Pngl*^*wt*^*}VK31* (*Pngl* duplication; ref. ^27^); (27) *Dp(1;3)DC102*, *PBac{DC102}VK33* (*AMPKα* duplication; ref. ^64^); and (28) *UAS-dipl6* (ref. ^65^).

### Transcriptomic analysis/RNA sequencing

Midgut tissues from a mixed pool of male and female third instar larvae at 96 hours after egg laying were dissected and homogenized in groups of 25 in a cold solution of Tri-reagent (Sigma-Aldrich, T9424); the amount of RNA in each sample was determined by Nanodrop, and RNA quality was analyzed using agarose gel electrophoresis (1.2%). Two biological replicates were used for each genotype. The samples were prepared on a Beckman FXP using the Illumina TruSeq stranded mRNA chemistry and sequenced on a NextSeq 500 (Mid Output flowcell) in paired-end mode. Raw paired-end sequencing reads were trimmed using cutadapt v1.12 to remove Illumina adapters and low-quality bases. The processed reads were then aligned to the *Drosophila* dm6 genome using STAR v2.5.3a. Gene-level counts, based on GTF annotations from FlyBase Release 6.20, were tabulated by totaling all reads overlapping the collapsed set of exons for each gene following previously published methods^66^. Genes with a counts per million reads mapped (CPM) of less than 5 in less than two samples were excluded. The principal component analysis (PCA) plot was generated using the log-transformed CPM. Differentially expressed genes were identified by using the edgeR glmFit model. The false discovery rate (FDR) was controlled by applying the Benjamini–Hochberg procedure to the *P* values. Significantly expressed genes were defined as those exhibiting an absolute fold-change of at least 1.5 and an FDR of less than or equal to 0.05. The raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE206229.

### Developmental assay

For developmental assay, the expected ratio was calculated based on Mendelian inheritance for genotypic classes and the observed/expected ratio is reported as a percentage. Crosses made up of 5 virgin females and 5 males were set in each tube after a period for sexual maturation and housing to obtain the maximum fitness level during the three days of egg deposition in a non-overcrowded environment. Crosses were set in triplicate and flies were transferred to fresh vials every 3 days for three times. The total number of pupae for genotypic classes produced over 20 days in each vial was scored.

### Quantification of lethality rescue

In lethality rescue experiments, the number of genetic siblings and their Mendelian ratio were used to calculate the expected number of the target progeny. Lethality rescue in *Pngl* mutants was examined as described previously^26^. We scored the number of adult progeny including *Pngl* homozygous and heterozygous animals. The number of homozygous animals is expected to be 50% of the number of heterozygous animals. Accordingly, we calculated the expected number of homozygous animals based on the observed number of heterozygous animals. For example, if in a genetic cross, we observe 50 heterozygotes, we would expect 25 homozygotes. Considering this expected homozygous number as 100%, we calculated the % homozygotes eclosed. We can formulate the calculation as % lethality rescue = Observed number of homozygotes x 100 / Observed number of heterozygotes x 0.5. For all genetic crosses, 3-6 independent replicates were used.

### Real time quantitative RT-PCR analysis

Total RNA was extracted from 5 larval midguts with Trizol (Invitrogen) and dissolved in 25 μL of RNase-free water. cDNA was then synthesized from 1 μg total RNA using amfiRivert II cDNA Synthesis Master Mix (R5500, GenDEPOT), and qPCR was carried out using amfiSure qGreen Q-PCR Master Mix, Low ROX (Q5601, GenDEPOT). Expression levels were normalized to *Actin* (endogenous control). Relative gene expression was calculated as fold change using the 2^-ΔΔCt^ method. The oligonucleotides used to assess target genes expression are listed in Supplementary Table 2.

### Dissections, staining, image acquisition, and processing

Larval midgut and fat body tissues were dissected and fixed in 4% paraformaldehyde. Antibodies were rabbit anti-dFoxo 1:250 (ab195977, abcam) and rabbit anti-SAPK/JNK 1:500 (Cat No. 559309, Sigma-Aldrich). Lectin staining in the proventriculus region was performed using helix pomatia agglutinin (HPA), Alexa Fluor^TM^ 488 conjugate 1:1000 (cat No. L11271, Invitrogen), wheat germ agglutinin (WGA) CF®488 A 1:1000 (Cat No. 29022, Biotium), and concanavalin A (ConA) CF®488 A 1:1000 (Cat No. 29016, Biotium). Confocal images were acquired using a Leica TCS-SP8 microscope using LAS X 3.1.5 software and processed with Amira5.2.2. Images were generated as a limited projection view of 5-10 optical sections. Quantifications were performed using ImageJ. All images were processed in Adobe Photoshop CC. Figures were assembled in Adobe Illustrator CC. For comparison between different groups, color intensity per nucleus was calculated in 3-4 independent replicates.

### Western blotting

Protein samples were prepared from larval midguts in lysis buffer containing Halt™ Phosphatase Inhibitor Single-Use Cocktail (Thermo Fisher Cat. No. 78428) and Protease Inhibitor Cocktail (Promega Cat. No. G6521). The following antibodies were used: rabbit anti-pFoxo1 1:1000 (Cat No. 9461, Cell Signaling Technology), rabbit anti-dFoxo1 1:1000 (ab195977, Abcam), rabbit anti-Akt 1:1000 (Cat No. 4691, Cell Signaling Technology), rabbit anti-pAkt 1:1000 (cat No. 4060, Cell Signaling Technology) and mouse anti-actin 1:1000 (DSHB Cat. No. 224236-1). Western blots were developed using Clarify ECL Western Blotting Substrates (BioRad). The bands were detected using an Azure Biosystems c280 digital imager using chemiluminescent detection of HRP. Three independent immunoblots were performed for each experiment.

### Feeding behavior assay

The larval feeding behavior method was adapted from ref. ^67^. Age-matched third instar larvae (96 hours after egg laying or AEL) were placed in sucrose-agar plates (5% sucrose mixed in 3% agar medium) and allowed to settle for 15 min. The number of mouth-hook contractions per minute were counted. A total number of 30 larvae were scored for each group.

### Generation of germ-free animals

GF animals were generated by following the previously published method^68^. Flies were kept for egg laying in grape juice agar plate for 3-4 hr. Eggs were collected and dechorionated with 2.7% sodium hypochlorite for 2-3 minutes. Dechorionated eggs were washed twice in 70% ethanol and thrice in water, and then transferred to sterile fly food containing tetracycline (50 µg/mL). Flies were reared on sterile food vials for three generations. The absence of bacteria in GF flies was confirmed by 16 S rRNA amplification using the 27 F (5’-AGAGTTTGATCCTGGCTCAG-3’) and 1492 R (5’-GGTTACCTTGTTACGACTT-3’) primers.

### Growth rate curve

To examine larval growth, we obtained a pool of 20-30 larvae per group and scored their weight at 24, 48, 72, 96, 120, 144, and 168 hours AEL. Average larval weight (mg) was then calculated to generate the growth curve.

### Nile red staining

Midgut and fat body tissues from third-instar larvae were dissected and fixed in 4% paraformaldehyde. Fixation and washing of tissues were followed by the incubation in with 1:2500 dilution of 0.5 mg/mL Nile red (Cat No. 19123, Sigma Aldrich) for half an hour. Upon incubation, tissues were rinsed in water and mounted in 80% glycerol followed by image acquisition. Four animals were used per group. Images were generated as a projection view of 5-10 optical sections. Quantification of Nile red staining in fat body images was done by measuring the red intensity in individual cells from four independent replicates. For comparison between different groups, intensity per cell was divided by the cell area. In midgut images, total red intensity was measured in four independent replicates. For comparison between different groups, intensity was divided by the number of nuclei.

### Triacylglycerol and free fatty acid estimation

Triacylglycerol and free fatty acid levels were estimated from larval midgut and hemolymph. Midgut samples were prepared by homogenizing ~15 midguts in cold 1X PBST (0.05% tween). Hemolymph was collected from 15 larvae and mixed in cold 1X PBST. Triacylglycerol levels were estimated using the manufacturer’s protocol (Infinity^TM^ Triglycerides Liquid stable reagent, Thermo scientific #TR22421). Free fatty acid levels were estimated using the manufacturer’s protocol (Sigma Aldrich # MAK044). Triacylglycerol and free fatty acid levels were normalized with the protein content determined by Bradford assay.

### Dextran feeding assay and gut barrier defect quantification

Third instar larvae were fed on semi-solid drops of 500 kDa FITC-labelled dextran (Sigma-Aldrich, St. Louis, MO, USA), diluted to 1 mg/mL in sucrose-agar medium (5% sucrose mixed in 3% agar medium) on a petri dish. Larvae were allowed to feed for 15 minutes. Larvae were washed with cold 1X PBS to remove any excess FITC-dextran on the surface. Midguts were dissected out and fixed in 4% paraformaldehyde followed by imaging under a fluorescent microscope. For gut barrier defect quantification, larval guts that failed to retain FITC-signal (green) in their lumen were scored. Pharmacological induction of gut barrier defects was achieved by rearing third instar larvae on food containing 100 µM polyoxin D (Sigma Aldrich # 529313) for 48 hr. Gut barrier defects were examined and quantified using the dextran feeding assay described above.

### Larval midgut sectioning

Intact midguts from age-matched larvae at 96 hours AEL were dissected and fixed in 4% paraformaldehyde, 2% glutaraldehyde, and 0.1 M cacodylic acid. Post-fixation in 2% osmium tetraoxide (OsO4) was followed by dehydration in graded series of alcohol and propylene oxide. The midgut tissues were then embedded and blocked in Embed-812 resin. The resin blocks were sectioned using an ultramicrotome. Thin sections (5 µm) of the anterior midgut regions were obtained and stained with toluidine blue. Images were acquired using light microscopy and presented as greyscale.

### Statistics and reproducibility

Two-tailed unpaired Student’s t-test, one-way ANOVA and two-way ANOVA with Šídák’s multiple comparisons test, were used for statistical analyses. Significance was ascribed as *P* < 0.05. *P* values are indicated in all figures. *P* values falling between 0.99 and 0.0001 are mentioned as exact numbers, while those more than 0.99 or less than 0.0001 are indicated as >0.99 or <0.0001, respectively. Statistical tests and parameters including the sample sizes and the number of independent biological replicates are mentioned in Figure Legends. All experiments, including staining and imaging, were performed at least three times with comparable results. All statistical analyses were performed using GraphPad Prism 9.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

Data are available within the article and supplementary information. Source data are provided as Source Data file with this paper. RNA-seq data generated in this study are available in the National Center for Biotechnology Information Gene Expression Omnibus database under the accession number GSE206229. Source data are provided with this paper.

# Supplementary material for: Gut barrier defects, intestinal immune hyperactivation and enhanced lipid catabolism drive lethality in NGLY1-deficient Drosophila
**Source:** Nat Commun. 2023 Sep 13;14:5667. doi: 10.1038/s41467-023-40910-w
**Supplement:** Supplementary file 1 — Supplementary Information

# Gut barrier defects, intestinal immune hyperactivation and enhanced lipid catabolism drive lethality in *NGLY1*-deficient *Drosophila*

Ashutosh Pandey, Antonio Galeone, Seung Yeop Han, Benjamin A Story, Gaia Consonni, William F Mueller, Lars M Steinmetz, Thomas Vaccari & Hamed Jafar-Nejad

## Supplementary Data

Supplementary Figures 1-5

Supplementary Tables 1-2

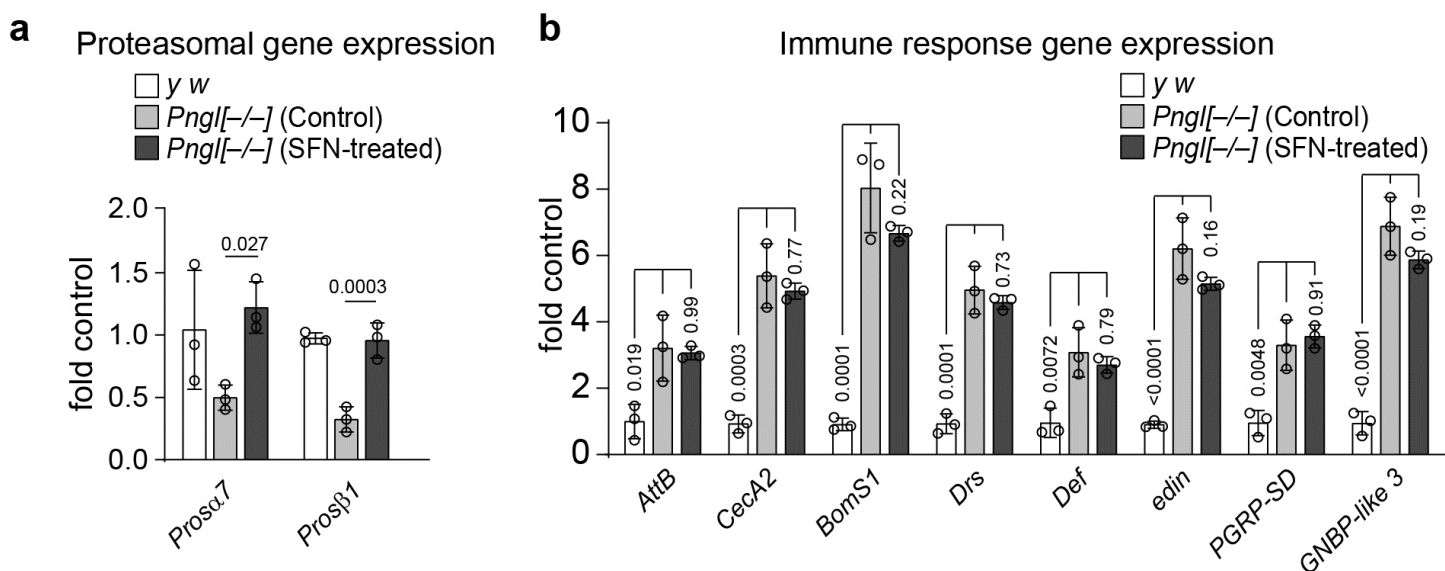

Supplementary Figure 1. Related to Figure 1

**Hyperactivation of immune genes in *Pngl* mutants cannot be explained by NFE2L1 associated proteasomal inhibition.** **a** Graph showing expression of proteasomal genes in the indicated genotypes. **b** Graph showing expression of immune genes in the indicated genotypes. In both panels, mean  $\pm$  standard deviation of three independent replicates is shown. Numbers on the bars indicate the *P* values. Significance is ascribed as  $P < 0.05$  using one-way ANOVA with multiple comparisons followed by Fisher's LSD in (a) and Šidák correction in (b). Source data are provided as Source Data file.

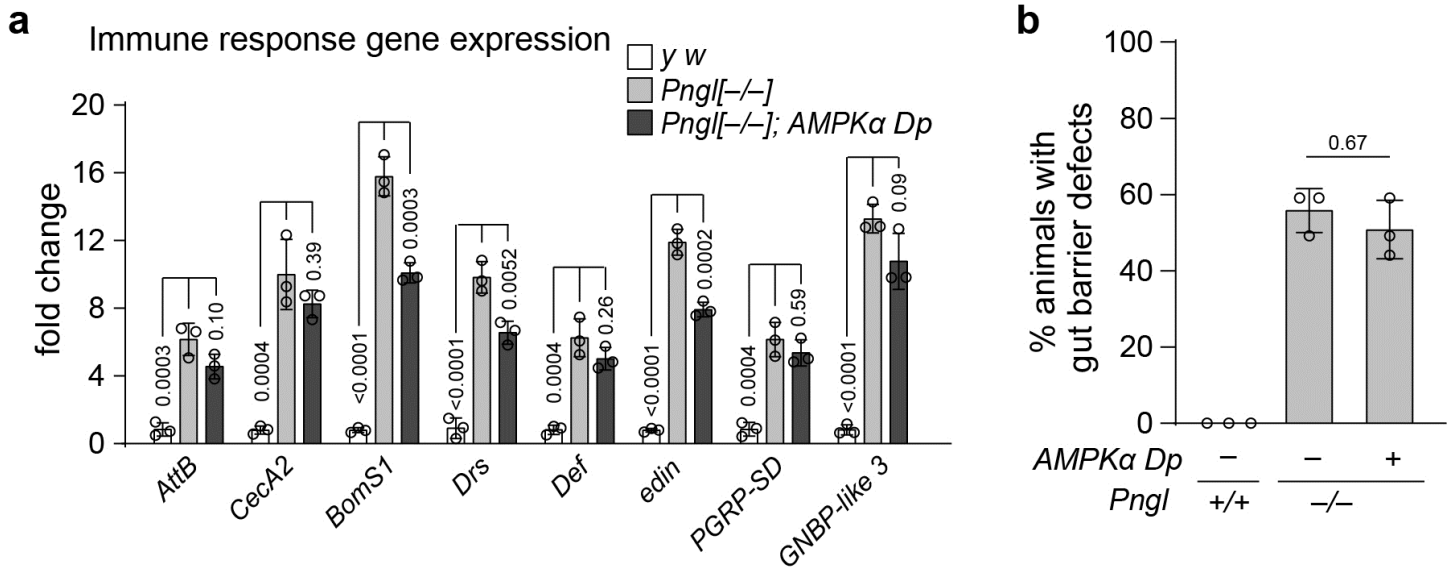

**Supplementary Figure 2. Related to Figure 1 and Figure 4**

**Innate immune gene activation and gut barrier defect in *Pngl* mutants cannot be explained by decreased *AMPKα* level.** **a** Graph showing innate immune gene expression in the indicated genotypes. **b** Graph showing quantification of the gut barrier defect phenotype in indicated genotypes. In both panels, mean  $\pm$  standard deviation of three independent replicates is shown. Numbers on the bars indicate the *P* values. Significance is ascribed as *P* value <0.05 using one-way ANOVA with multiple comparisons followed by Šidák correction. Source data are provided as Source Data file.

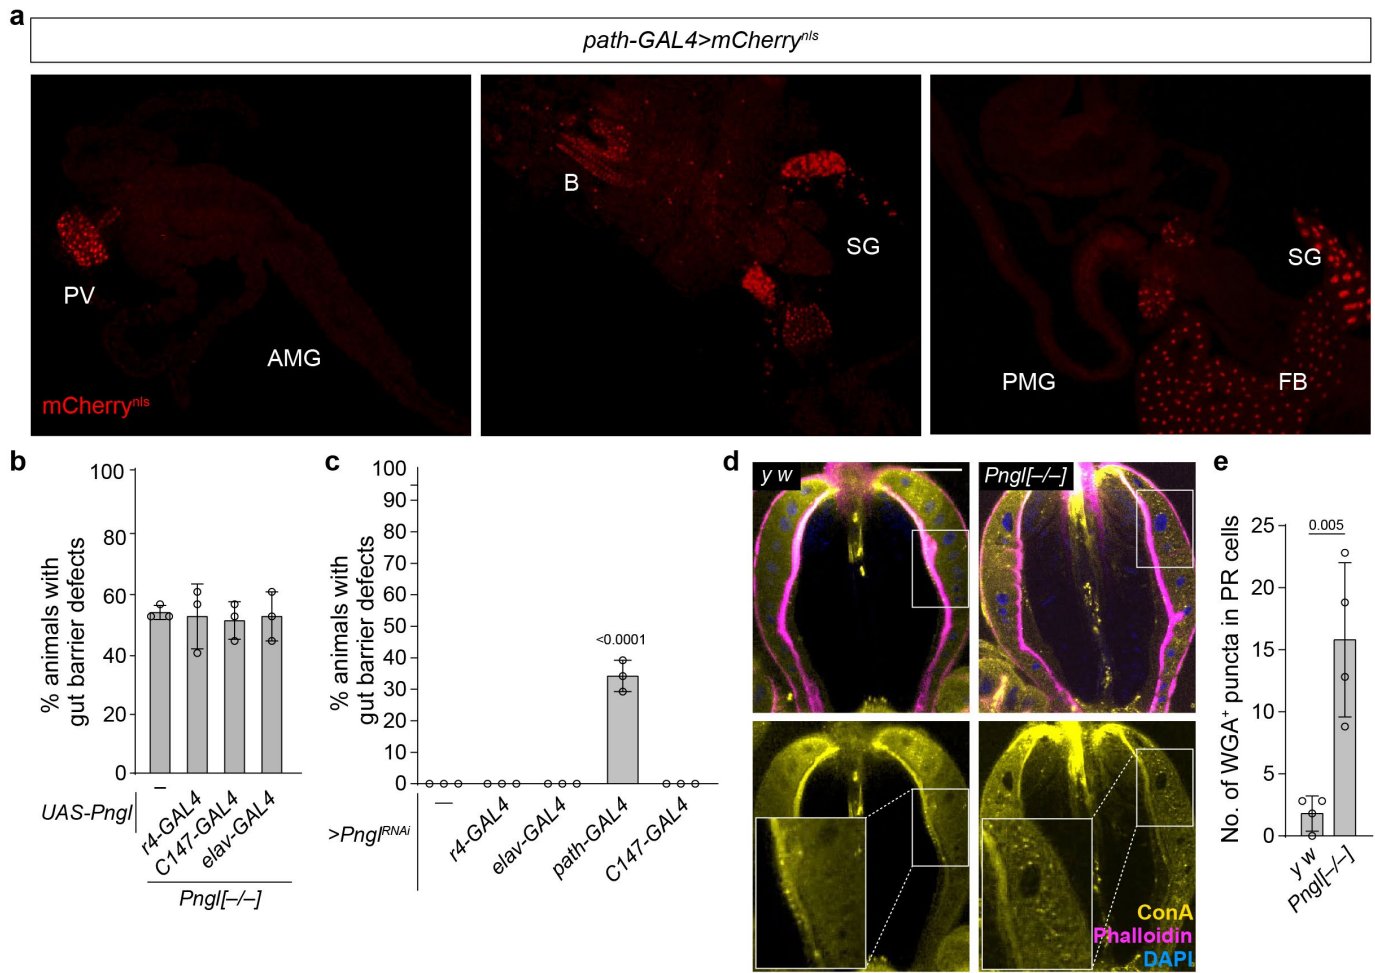

### Supplementary Figure 3 Related to Figure 4

**Loss of *Pngl* in PR cells results in gut barrier defects.** **a** *Path-GAL4* expression pattern using *UAS-mCherry<sup>nls</sup>*. B, Brain; AMG, Anterior midgut; PMG, Posterior midgut; SG, Salivary gland; FB, Fat body; PV, Proventriculus. **b** Graph showing % animals of indicated genotypes with gut barrier defects (n=3 independent replicates). *C147-GAL4* and *elav-GAL4* drive expression in salivary glands and neurons, respectively. **c** Graph showing % animals with gut barrier defect upon *Pngl* knockdown driven by indicated GAL drivers (n=3 independent replicates). Only *path-GAL4* driven *Pngl* knockdown shows gut barrier defects. **d** Confocal images showing DAPI, phalloidin, and WGA lectin in the proventriculus region of control (*y w*) and *Pngl* mutant larvae. Five animals were scored for each group. Scale bar is 50  $\mu$ m. **e** Graph showing the quantification of WGA<sup>+</sup> puncta number in control and *Pngl* mutants (n=4 independent replicates). In all panels, mean  $\pm$  standard deviation is shown. *P* values are indicated on the bars. Significance is ascribed as  $P < 0.05$  using one-way ANOVA followed by Šidák correction in (b, c) and a two-tailed unpaired t-test in (e). Source data are provided as Source Data file.

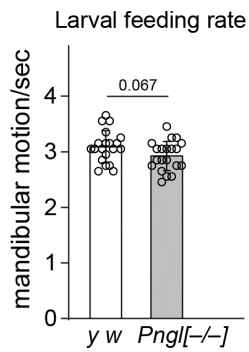

#### Supplementary Figure 4. Related to Figure 6

***Pngl* mutants exhibit feeding behavior comparable to wild-type.** Graph showing larval feeding behavior in wild-type and *Pngl* mutants. Each circle represents a larva (n=20 for each genotype). Mean  $\pm$  standard deviation is shown. The number on the bar indicates *P* value. Significance is ascribed as  $P < 0.05$  using two-tailed unpaired student's t-test.

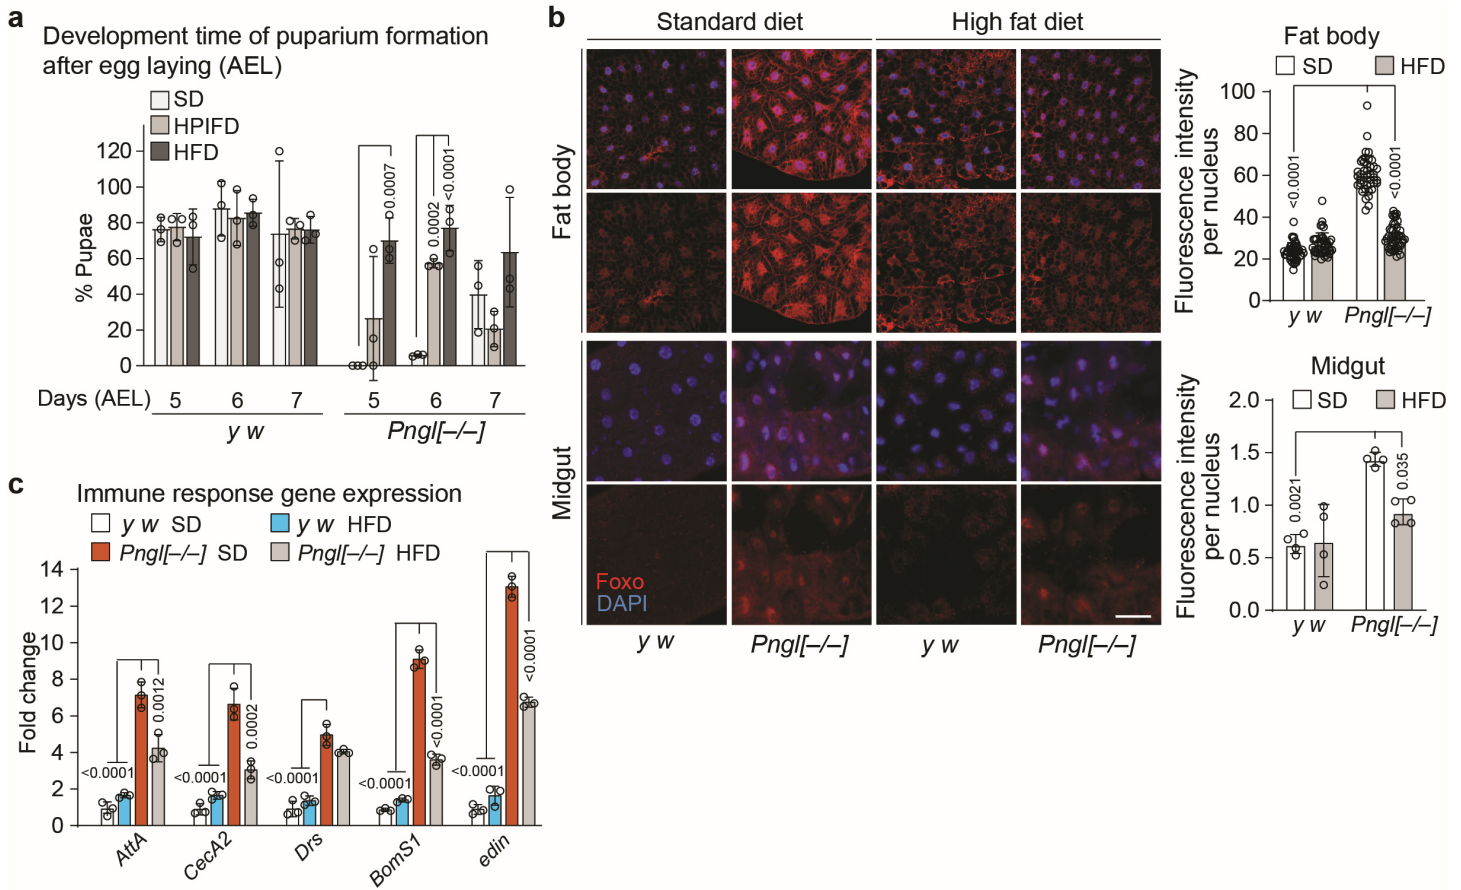

## Supplementary Figure 5. Related to Figure 7

**HFD rescues the developmental delay and improves lethality rescue in *Pngl* mutants.** **a** Graph showing developmental time of puparium formation after egg laying (AEL) in control and *Pngl* mutants with the indicated diets (n=3 independent replicates). SD, standard diet; HPIFD, high-protein intermediate-fat diet; HFD, high-fat diet. **b** Confocal images showing DAPI (blue) and Foxo staining (red) and quantification of Foxo nuclear localization in the midgut (n=42-45 nuclei from three animals) and fat body (n=4 animals) of wild-type and *Pngl* mutants with the indicated diets. Scale bar is 50  $\mu$ m. **c** Graph showing innate immune gene expression in control and *Pngl* mutants with or without HFD feeding (n=3 independent replicates). In all panels, mean  $\pm$  standard deviation is shown. Numbers on the bars indicate the *P* values. Significance is ascribed as *P*<0.05 using two-way ANOVA with multiple comparisons followed by Šidák correction. Source data are provided as Source Data file.

**Supplementary Table 1. Related to Figure 7**

**Detailed composition of the standard diet (SD), high-protein, intermediate-fat diet (HPIFD), and high-fat diet (HFD) used in the study.**

| <b>Standard diet (SD)</b> |            |                |          |                   |              |
|---------------------------|------------|----------------|----------|-------------------|--------------|
| Ingredients               | Weight (g) | Calorie (kcal) | Fats (g) | Carbohydrates (g) | Proteins (g) |
| Water                     | 1000       | 0              | 0        | 0                 | 0            |
| Yeast                     | 25         | 97.5           | 1.5      | 8.25              | 12.5         |
| Agar                      | 7          | 0              | 0        | 0                 | 0            |
| Corn flour                | 93         | 321.78         | 0.65     | 72.54             | 6.04         |
| Molasses                  | 155        | 444            | 0        | 118.4             | 0            |
| Propionic acid            | 7          | 0              | 0        | 0                 | 0            |
| Tegosept                  | 20         | 0              | 0        | 0                 | 0            |

| <b>High-protein, intermediate-fat diet (HPIFD)</b> |            |                |          |                   |              |
|----------------------------------------------------|------------|----------------|----------|-------------------|--------------|
| Ingredients                                        | Weight (g) | Calorie (kcal) | Fats (g) | Carbohydrates (g) | Proteins (g) |
| Water                                              | 1000       | 0              | 0        | 0                 | 0            |
| Yeast                                              | 19.23      | 75             | 1.15     | 6.35              | 9.62         |
| Agar                                               | 7          | 0              | 0        | 0                 | 0            |
| Corn flour                                         | 19.23      | 67.31          | 0.14     | 15.15             | 1.26         |
| Sucrose                                            | 32.3       | 129.23         | 0        | 32.3              | 0            |
| Propionic acid                                     | 7          | 0              | 0        | 0                 | 0            |
| Tegosept                                           | 20         | 0              | 0        | 0                 | 0            |
| Clarified butter                                   | 25.92      | 232.77         | 25.85    | 0                 | 0            |
| Soy protein                                        | 69.6       | 258.31         | 1.04     | 0                 | 62.65        |

| <b>High-fat diet (HFD)</b> |            |                |          |                   |              |
|----------------------------|------------|----------------|----------|-------------------|--------------|
| Ingredients                | Weight (g) | Calorie (kcal) | Fats (g) | Carbohydrates (g) | Proteins (g) |
| Water                      | 1000       | 0              | 0        | 0                 | 00           |
| Yeast                      | 32.76      | 128.27         | 1.95     | 10.85             | 16.44        |
| Agar                       | 7          | 0              | 0        | 0                 | 0            |
| Corn flour                 | 15.12      | 52.1           | 0.11     | 11.72             | 0.98         |
| Sucrose                    | 25.2       | 119.2          | 0        | 25.07             | 0            |
| Propionic acid             | 7          | 0              | 0        | 0                 | 0            |
| Tegosept                   | 20         | 0              | 0        | 0                 | 0            |
| Clarified butter           | 50.4       | 452.58         | 50.3     | 0                 | 0            |

**Supplementary Table 2. List of the primer sequences used in the gene expression analysis in this study.**

| <b>Gene</b>        | <b>Primer (5'-3')</b>                                                  |
|--------------------|------------------------------------------------------------------------|
| <i>AttA</i>        | Forward- CTCCTGCTGGAAAACATC<br>Reverse- GCTCGTTTGGATCTGACC             |
| <i>AttB</i>        | Forward- GGGTAATATTTAACCGAAGT<br>Reverse-GTGCTAATCTCTGGTCATC           |
| <i>CecA1</i>       | Forward- CATTGGACAATCGGAAGCTGGGTG<br>Reverse- TAATCATCGTGGTCAACCTCGGGC |
| <i>CecA2</i>       | Forward- ATTAGATAGTCATCGTGGTT<br>Reverse- GTGTTGGTCAGCACACT            |
| <i>Def</i>         | Forward- GTTCTTCGTTCTCGTGG<br>Reverse- CTTTGAACCCCTTGGC                |
| <i>Drs</i>         | Forward- AGTACTTGTTCGCCCTCTTGGCTG<br>Reverse- CCTTGTATCTTCCGGACAGGCAGT |
| <i>Edin</i>        | Forward- AGTTCCAGACCAGTCCAGAG<br>Reverse- CGACCCACTTGGTTGTCCTT         |
| <i>BomS1</i>       | Forward- CTCGGTCTGCTGGCTGTGGC<br>Reverse- CCGTGGACATTGCACACCC          |
| <i>Dso2</i>        | Forward- CTGTCTGAAGATCTGCGGCT<br>Reverse- TTGAATCAACGTGTGTCCGC         |
| <i>PGRP-SD</i>     | Forward- ACTTGGATCGGTTTGCTCATC<br>Reverse- AGGGAGTTTCCATGCTGTCTAT      |
| <i>PGRP-LA</i>     | Forward- CTAAGGTGACCAGAAGCCCG<br>Reverse- CGGCCAGTTCCGGATTTCTT         |
| <i>PGRP-SB1</i>    | Forward- CCGCAATTTCAAGCATATTGG<br>Reverse- GGGAGTTGATCCCTGGAG          |
| <i>GGBP-like 3</i> | Forward- GTCAAGGTCAACTCACCGAAG<br>Reverse- CGTGAAAAGCGAATAGGGAAATG     |
| <i>Lip3</i>        | Forward- AAAACGGGTGAATCTTCCAACC<br>Reverse- CCAGCATATAGGCCAGGGA        |
| <i>CG6271</i>      | Forward- ATGGATGTCGCTGAGGAGTG<br>Reverse- TGAAGAGGTAGAAGTTCACGGG       |
| <i>CG6277</i>      | Forward- TTGCCGAACAGTGGATGGAAG<br>Reverse- AAAGGTAGAACTTTACGGGAACG     |
| <i>CG8093</i>      | Forward- CACCATTGTTAGGGGACACGG<br>Reverse- GTGCATTGTGAGGATGTAACCA      |
| <i>InR</i>         | Forward- AAGCGTGGGAAAATTAAGATGGA<br>Reverse-GGCTGTCAACTGCTTCTACTG      |
| <i>Actin5C</i>     | Forward- TTGTCTGGGCAAGAGGATCAG<br>Reverse- ACCACTCGCACTTGCACTTTC       |

# Supplementary material for: Gut barrier defects, intestinal immune hyperactivation and enhanced lipid catabolism drive lethality in NGLY1-deficient Drosophila
**Source:** Nat Commun. 2023 Sep 13;14:5667. doi: 10.1038/s41467-023-40910-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Related to Figure 1. RNA-seq pairwise comparisons.** The full dataset for each of the three pairwise comparisons involving *Pngl*<sup>-/-</sup> midguts is provided as an Excel file (*Pngl*<sup>-/-</sup> vs y w, *Pngl*<sup>-/-</sup> vs *Pngl*<sup>+/-</sup>, and *Pngl*<sup>-/-</sup> vs *Pngl*<sup>-/-</sup>; *Pngl* Dp/+). FC, fold change; CPM, counts per million; LR, likelihood ratio; FDR, false discovery rate.

File Name: Supplementary Data 2

Description: **Related to Figure 1. List of downregulated and upregulated genes in all categories shown in the Venn diagrams in Figure 1b.** Provided as an Excel file.

File Name: Supplementary Data 3

Description: **Related to Figure 1. List of the genes differentially expressed in *Pngl*<sup>-/-</sup> midguts that exhibited >1.5 fold-change in all three pair-wise comparisons based on RNA-seq.** Provided as an Excel file.

File Name: Supplementary Data 4

Description: **Related to Figure 1. List of the top 15 biological processes identified upon GO analysis of the upregulated and downregulated gene categories based on DAVID analysis.** Analysis of differentially expressed genes is based on the *P* value and false discovery rate (FDR) calculations embedded in the DAVID website. The gene count, *P* value, fold enrichment, FDR, and the gene list for each category is provided as an Excel file.

# Supplementary material for: Gut barrier defects, intestinal immune hyperactivation and enhanced lipid catabolism drive lethality in NGLY1-deficient Drosophila
**Source:** Nat Commun. 2023 Sep 13;14:5667. doi: 10.1038/s41467-023-40910-w
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Leica TCS SP8 confocal microscope and LAS X 3.1.5 microscope software were used for image acquisition.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | GraphPad Prism 9 was used for statistical analysis. AMIRA 5.2.2 and ImageJ1.47 were used for image processing and quantification. cutadapt 1.12 ( <a href="https://cutadapt.readthedocs.io/en/stable">https://cutadapt.readthedocs.io/en/stable</a> ), edgeR 3.30.3 ( <a href="https://bioconductor.org/packages/release/bioc/html/edgeR.html">https://bioconductor.org/packages/release/bioc/html/edgeR.html</a> ), R 3.65 ( <a href="https://www.r-project.org">https://www.r-project.org</a> ), STAR 2.5.3a ( <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a> ), Vennerable 3.1.0.9000 ( <a href="https://github.com/js229/Vennerable">https://github.com/js229/Vennerable</a> ) and shiny 1.6.0 ( <a href="https://www.rstudio.com/products/shiny">https://www.rstudio.com/products/shiny</a> ) were used for differential gene expression (DGE) analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data are available within the article and supplementary information. Source data are provided as Source Data file with this paper. RNA-seq data generated in this study are available in the National Center for Biotechnology Information Gene Expression Omnibus database under the accession number GSE206229 (<https://ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206229>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                  |
|-----------------------------|----------------------------------|
| Reporting on sex and gender | <input type="text" value="n/a"/> |
| Population characteristics  | <input type="text" value="n/a"/> |
| Recruitment                 | <input type="text" value="n/a"/> |
| Ethics oversight            | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen to assure significant statistical differences and the reproducibility of the results. No sample size calculation was performed. For quantitative experiments, the number of animals per group were determined based on similar previous studies from our lab and others using similar methodologies (PMID: 33315951; 32720893; 21533227; 28930984). Each experiment was repeated at least three times. Detailed sample size information is provided in the figure legends. |
| Data exclusions | No data were excluded in the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | All experiments were performed at least in three independent replicates with comparable results in all attempts. For the RNAseq experiments only two replicates were used per genotype and both replicates showed comparable results.                                                                                                                                                                                                                                                             |
| Randomization   | In all experiments, animals per group were randomly allocated.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | Blinding was not required for the experiments. In all experiments, sample preparation, data acquisition and analysis were performed using the same conditions for all groups/samples regardless of their identity.                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Rabbit anti-dFoxo 1:250 (Abcam ab195977), Rabbit anti-pFoxo1 1:1000 (CST, Cat#9461), Rabbit anti-Akt 1:1000 (CST, Cat#4691), Rabbit anti-pAkt 1:1000 (CST Cat#4060), Mouse anti- $\beta$ -Actin 1:1000 (DSHB Cat#224236), Rabbit anti-SAPK/JNK (Sigma Cat#559309), Helix pomatia agglutinin (HPA), Alexa FluorTM 488 conjugate 1:1000 (Invitrogen Cat#L11271), Wheat germ agglutinin (WGA) CF\*488A 1:1000 (Biotium Cat#29022), Concanavalin A (ConA) CF\*488A 1:1000 (Biotium Cat#29016)

## Validation

All the antibodies used in the study are commercially available and validated by the the manufacturers. Specific validation information for each primary antibody is available on the manufacturer's website.  
 Rabbit anti-dFoxo 1:250 (Abcam ab195977), <https://www.abcam.com/products/primary-antibodies/forkhead-box-protein-odfoxo-antibody-n-terminal-ab195977.html>  
 Rabbit anti-pFoxo1 1:1000 (CST, Cat#9461), <https://www.cellsignal.com/product/productDetail.jsp?productId=9461>  
 Rabbit anti-Akt 1:1000 (CST, Cat#4691), <https://www.cellsignal.com/product/productDetail.jsp?productId=4691>  
 Rabbit anti-pAkt 1:1000 (CST Cat#4060), <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>  
 Mouse anti- $\beta$ -Actin 1:1000 (DSHB Cat#JLA20), <https://dshb.biology.uiowa.edu/JLA20>  
 Rabbit anti-SAPK/JNK (Millipore Sigma Cat#559309), <https://www.emdmillipore.com/US/en/products/>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Species: *Drosophila melanogaster*  
 Strains: Wild-type, mutant and transgenic fly strains were either obtained from Bloomington Stock center or previously generated in our lab or requested from other investigators.  
 (1) y w (BDSC # 6598)  
 (2) foxo $\Delta$ 94/TM6B, Tb1 (BDSC # 42220)  
 (3) TI/TM3, Sb1 (BDSC # 3238)  
 (4) RelE38 (BDSC # 9458)  
 (5) UAS-foxo RNAi (BDSC # 80950)  
 (6) UAS-TI RNAi (BDSC # 31044)  
 (7) UAS-Rel RNAi (BDSC # 33661)  
 (8) Myo1A-GAL4 (BDSC # 83278)  
 (9) r4-GAL4 (BDSC # 33832)  
 (10) c135-GAL4 (path-GAL4) (BDSC # 6978)  
 (11) UAS-dipl2 (BDSC # 80936)  
 (12) UAS-InRWT (BDSC # 8262)  
 (13) UAS-InRA1325D (BDSC # 8263)  
 (14) UAS-AktWT (BDSC # 8192)  
 (15) UAS-Akt $\Delta$ PH ((BDSC # 80935)  
 (16) UAS-mCherry nls (BDSC # 38424)  
 (17) pros-GAL4 (BDSC # 84276)  
 (18) esg-GAL4 (BDSC # 93857)  
 (19) elav-GAL4 (BDSC # 99269)  
 (20) C147-GAL4 (BDSC # 6979)  
 (21) UAS-bsk RNAi (BDSC # 53310)  
 (22) Mef2-GAL4 (Brand & Perrimon, 1993; PMID: 8223268)  
 (23) Pnglex14 (Funakoshi et al., 2010; PMID: 20479940)  
 (24) UAS-PnglWT (Funakoshi et al., 2010; PMID: 20479940)  
 (25) UAS-PnglC303A (Funakoshi et al., 2010; PMID: 20479940)  
 (26) PBac{Pnglwt}VK31 (Pngl duplication; Han et al., 2020; PMID: 33315951)  
 (27) Dp(1;3)DC102, PBac{DC102}VK33 (AMPK $\alpha$  duplication; Venken et al., 2010; PMID: 20876565)  
 (28) UAS-dipl6 (Slaidina et al., 2009; PMID: 20059956)

Age: Third instar larvae were used in this study. For lethality assay experiment, adult flies of 3-5 days were used to set up crosses. Specific age in terms of hours after egg laying (AEL) is mentioned in the results and Materials and Methods section.

## Wild animals

No wild animals were used in the study.

|                         |                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | Sex were not separated for the study. Both male and female flies were used for the study. Information is mentioned in the manuscript. |
| Field-collected samples | Study did not involved sample collection from field.                                                                                  |
| Ethics oversight        | No ethic approval was required.                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

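RNA was measured in larval midguts, males and females mixed, 96 hours after egg laying. Each of 4 genotypes has 2 libraries: *y w*, *Pngl*+/-, *Pngl*-/- and *Pngl Dp/+*, which is homozygous for the *Pngl* null allele and has 1 copy of a duplication of *Pngl*. The paper's methods give 25 midguts per sample and the sample labels give 40. The paper and the sample labels also name different insertion sites for the duplication of *Pngl*, so the rescue line that was sequenced is uncertain. The sample labels of *Pngl*+/- name a CyO balancer chromosome, which those of the other genotypes do not. Columns of the count table were matched to genotypes by the labels, and no column was left unmatched.

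The authors trimmed the reads with cutadapt 1.12, aligned them to dm6 with STAR 2.5.3a and totalled all reads overlapping the collapsed exons of each gene of FlyBase Release 6.20. The deposited values are these raw counts per gene for 17713 genes, without normalization or a filter on low counts. Whether strand or reads with several alignments were used in the counting is not given in the methods. Gene names and positions were taken from an annotation of the same Release 6 assembly, which gave a position for 17582 of the 17713 genes.

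From the counts, edgeR 4.0.16 in R 4.3.3 was used to fit all 8 libraries together, with 1 mean per genotype and no block. Genes with a CPM of at least 5 in at least 2 libraries were kept (7665 genes), and TMM factors were computed on those genes. The quasi-likelihood test compared *Pngl*-/- with each of the 3 controls and the controls with each other. A gene was called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05 over the genes tested. Standard errors come from the fitted model. Families of genes were set by name, and tested with Fisher's exact test and with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Lists were also compared with 10000 random lists matched on abundance and exonic length. Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1 was used for counts and exact tests.

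Totals ranged from 20414011 to 28382919 counts per library. With 2 libraries per genotype, the spread is estimated over all genotypes, and the common dispersion was 0.00194. Intervals and tests cover the spread between these libraries, and a group with at most 3 counts in each library is given a lower bound for its fold change. On simulated counts with known changes, 197 of 197 changed genes fitted were recovered in all 3 comparisons by the quasi-likelihood test, none in the wrong direction, with 1 unchanged gene called. The controls were simulated with equal means, and all changes were in *Pngl*-/- and well above the threshold for calling. Full recovery was therefore nearly certain, and it tests neither the normalization nor calls near the threshold. Of these 197 changed genes, among 7304 fitted, 95.9% had an estimate against *y w* within 2 standard errors of the value used. This share was not computed for the unchanged genes.

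The design, the families and the alternatives were set before the data were examined. The families are kinds of gene that the paper had reported as changed in the same libraries. The alternatives were the likelihood ratio test of edgeR (the test named in the paper, which used edgeR 3.30.3), DESeq2 1.42.0, RLE and upper-quartile factors, no composition normalization, a CPM of at least 1, no filter, fits of the 2 genotypes compared, a replicate block, a test against a fold change of 1.5, and each library left out in turn. Where a genotype compared was left with 1 library, genes were counted by the fold change alone, without a test. TMM factors computed on all genes before the filter, and a crossed pairing of replicates, were chosen after seeing the data. The replicate numbers used for the block are those of the sample labels. The genes named are *Pngl*, those of Fig. 1d and Fig. 3o, the mucins of the Discussion, 6 genes that the paper manipulates, the 5 largest and the 5 smallest mean log2 fold changes among genes called in all 3 comparisons, and the 2 largest changes of each family.

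The GO analysis with DAVID was left out, since its term lists are not among the data used. The gene lists of Supplementary Data 4 were used in its place to count genes.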

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

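Chosen only after the result was seen were the tests of the number of functional *Pngl* copies, of an exchange of labels by the proteasome genes and by w, of a null allele that leaves a raised mRNA, of single libraries left out in turn, of the genes changed between *Pngl Dp/+* and *y w*, of the sex, stage, fat body and haemocytes for the antimicrobial peptide genes, of normalization for *Pngl* and for the antimicrobial peptide genes, of abundant genes for the genes with low counts, and of the stage of the larvae. The marker genes of other tissues were also listed after the loss of low counts was seen. The paper does not discuss the results of this part. The rescue genotype, with 1 copy of the *Pngl* duplication in the null background, is written *Pngl Dp/+*.

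The mRNA of *Pngl* was higher in the libraries labelled *Pngl*-/- than in every control library. The log2 fold change was 0.82 against *y w*, 0.41 against *Pngl*+/- and 1.46 against *Pngl Dp/+*. It stayed above 0 against *y w* under every scaling tried, with a smallest value of 0.44. Reads of Strica, whose exons overlap those of *Pngl*, do not account for the rise against *y w*, since Strica rose by 0.70 there, less than *Pngl*, and had fewer counts. Against *Pngl*+/-, Strica rose by 0.66, more than *Pngl*, so this was not shown for that comparison. Strica was picked by its position and after the counts of *Pngl* were seen. An exchange of the labels *Pngl*-/- and *Pngl Dp/+* was also weighed.

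The genes next to *Pngl*, which the duplication might also carry, had a median log2 fold change of −0.18 in *Pngl Dp/+* against *Pngl*-/-, the direction an exchange would give. The 4 genes were split. In the libraries labelled *Pngl*-/- against *Pngl Dp/+*, Act42A (0.50) and Strica (0.61) were higher, and Src42A (−0.47) and SCAP (−0.13) lower. These neighbours were named after their values were seen. The proteasome genes go against an exchange. These genes, which earlier reports cited by the paper tie to *Pngl*, had a median of −0.97 in the libraries labelled *Pngl*-/- against *Pngl Dp/+*. The paper's qRT-PCR on other samples has the immune genes higher in *Pngl*-/- than in *Pngl Dp/+*. The gene w does not decide it. Its mean count differed by −35.5 between the libraries labelled *Pngl*-/- and those of *Pngl Dp/+*, but the paper states no w marker. *Pngl*+/-, which has no duplication but a CyO chromosome by its labels, had the most counts of w (71 and 59). If the labels hold, a null allele that leaves a raised mRNA does not by itself account for the counts of *Pngl*, since *Pngl Dp/+* is homozygous for the same allele and had less *Pngl* mRNA than *y w* (log2 fold change −0.63).

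Between the controls *Pngl*+/- and *y w*, 2343 genes changed. The number was 2368 after thinning every library to the smallest total, at least 2332 under the other scalings and 2331 without the 20 most abundant genes. Changed genes were not more frequent on the second chromosome (odds ratio 0.96), so variants there that act on nearby genes do not account for it. Variants there that act on genes elsewhere cannot be excluded by this test. The sample labels name a CyO balancer chromosome in *Pngl*+/-. Its effect cannot be told apart from that of the number of *Pngl* copies in this comparison. In the libraries labelled *Pngl*-/- against *Pngl*+/-, by contrast, the odds ratio was 1.29 (43.4% of changed genes against 37.3% of the others, Fisher's exact test, adjusted p = 7.61e-05), so linked variants may add to that comparison. Between *Pngl*+/- and *Pngl Dp/+*, which each have 1 functional copy of *Pngl*, 1677 genes changed, so the number of copies alone does not order the controls. Exonic length correlated with the log2 fold change (Spearman's rho −0.45), between the bounds set for that test. The sexes in the pools may differ, since roX1 and roX2, which are expressed in males, had a median log2 fold change of 1.04. In edgeR's quasi-likelihood test, roX1 was at 0.62 (adjusted p = 3.27e-08) and roX2 at 1.46 (adjusted p = 5.74e-06). As a set, these 2 genes had an adjusted p of 0.289 in limma's camera test. Of the marker sets, 5 passed an adjusted p of 0.05 in limma's camera test, among them visceral muscle, with a median log2 fold change of −0.79, and the late ecdysone response, with −2.43. The genotype cannot be told apart from gene length or from the sex, stage or tissue content of the pools in this comparison. The limit from sex holds for the libraries labelled *Pngl*-/- too, where roX1 had log2 fold changes of 1.71, 1.09 and 1.04 and roX2 of 2.48, 1.02 and 2.20 against *y w*, *Pngl*+/- and *Pngl Dp/+*.

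Between the controls *Pngl Dp/+* and *y w*, 955 genes changed, 520 higher and 435 lower. With the replicate numbers as a block the number was 949, and with the numbers crossed, chosen after seeing the data, it was 953. Replicates of the same number had a correlation of −0.20 in this comparison. Of changed genes, 42.5% lay on the second chromosome against 38.0% of the other genes (odds ratio 1.21, Fisher's exact test, adjusted p = 0.0227). Linked variants may therefore account for part of the number. It was 965 after thinning, at least 946 under the other scalings and 951 without the 20 most abundant genes, so none of these accounts for it. Exonic length had a Spearman's rho of −0.22 with the log2 fold change, between the bounds used for *Pngl*+/- against *y w*. The median of roX1 and roX2 was 0.47, below a fold of 1.5, although roX1 alone was at 0.67 (adjusted p = 2.23e-08 from edgeR's quasi-likelihood test). Of the marker sets, 2 passed an adjusted p of 0.05 in limma's camera test, the salivary gland glue genes (0.84) and the late ecdysone response (−0.54). The genotype cannot be told apart from linked variants, gene length, stage or tissue content in this comparison.

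The antimicrobial peptide genes were lower in *Pngl Dp/+* than in *y w*, with a median log2 fold change of −1.997. Of 22 genes, 16 were called lower and 1 higher. The median was −2.04 without composition normalization and −2.01 after thinning. It was 0.14 in *Pngl*+/- against *y w*, so 1 functional copy of *Pngl* does not by itself go with the decrease. Both libraries of *Pngl Dp/+* were below both of *y w* in 77.3% of the genes, against 38.4% of all tested genes, where chance gives 16.7%. This was under the 80% set for that test, which therefore left a single library open. None of the 5 other genes was called lower, but their selection by this order makes that nearly certain. Without 1 of the 4 libraries the median lay between −2.08 and −1.76, so a single library does not account for the decrease. The larval fat body and haemocyte marker sets were not lower, with medians of 0.0715 (6 genes) and 0.0156 (8 genes). This argues against a loss of these tissues only as far as such small sets can show it. The roX genes, with a median of 0.47, were below the bound set for sex. The late ecdysone response set had a median of −0.54, which leaves stage open by itself. In *Pngl*+/- against *y w*, however, that set was lower still (−2.43) while the median of the antimicrobial peptide genes was 0.14, so such a shift in stage does not by itself go with the decrease.

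Genes under 5 CPM were lower in the libraries labelled *Pngl*-/- than in *y w*, with a median log2 fold change of −1.58 without composition normalization. After thinning, the number of genes with a count in the libraries labelled *Pngl*-/- was 85.0% of that in *y w*, so depth does not account for it. The 20 most abundant genes took a share of the counts that differed by −0.29 percentage points, so they do not either. Gene length cannot be told apart from it. Spearman's rho of exonic length and the log2 fold change was −0.12 over the genes under 5 CPM, between the bounds set for that test, and −0.43 over those of 1 to 5 CPM. It was −0.34 among genes of 50 to 500 CPM, which lie outside the pattern. RNA of other tissues was lower in 3 of 4 sets (neurons, imaginal discs and trachea) at an adjusted p of 0.05. Against random lists matched on abundance and length, neurons lay at percentile 27.3 and imaginal discs at 17.7, and trachea at 0.01. The lists matched to neurons and discs fell too, with median log2 fold changes of −1.49 and −0.83. Such lists carry the loss of low counts themselves, so these 2 percentiles cannot decide on RNA of other tissues. The lists matched to the trachea genes had a median log2 fold change of 0.07, so abundance and length do not account for the fall of that set. Of its 5 genes, serp, verm and obst-A are also in the set for cuticle-forming foregut and hindgut (median −1.77). The set therefore does not single out trachea, and whether its genes share in the loss of low counts was not tested. Less tracheal RNA was not ruled out. The late ecdysone response set had a median log2 fold change of −1.88, so stage cannot be told apart from these. The loss of low counts cannot be called biological on these tests.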

How the results depend on the processing

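All alternatives but TMM factors from all genes and the crossed pairing were set before the data were examined. The cause of a difference was not tested except where a value is given for it. The proteasome, antimicrobial peptide and glutathione S-transferase families kept their direction in the 3 comparisons with the libraries labelled *Pngl*-/- under every scaling tried.

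Without composition normalization, the median of all tested genes shifted to −0.39 against *y w*, −0.07 against *Pngl*+/- and −0.36 against *Pngl Dp/+*. It was −0.36 in *Pngl*+/- against *y w* and 0.32 in *Pngl Dp/+* against *Pngl*+/-. With TMM factors from all genes it was 0.22, 0.04 and 0.16 in the comparisons with the libraries labelled *Pngl*-/-, and 0.14 in *Pngl*+/- against *y w*. Genes under 5 CPM had a median log2 fold change that differed by −1.23 from that of the others (the libraries labelled *Pngl*-/- against *y w*), so the factors may depend on which genes enter them.

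Without composition normalization, 537 genes were higher and 3023 lower than in *y w* (15.1% higher, against 42.4%). Against *Pngl Dp/+* they were 371 and 2797 (11.7% higher, against 35.2%), and in all 3 comparisons 170 and 822 (17.1% higher, against 32.2%). In *Pngl*+/- against *y w* the share higher was 14.4% against 42.6%, and in *Pngl Dp/+* against *Pngl*+/- 88.6% against 63.9%. The first component then carried 66.7% and the second 17.1%, and with unit variance the first carried 53.8%.

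With no filter, 2461 genes were higher and 3603 lower than in *y w*, 943 and 1691 than in *Pngl*+/-, 1808 and 3149 than in *Pngl Dp/+*, and 524 and 1120 in all 3. Changed genes numbered 4075 in *Pngl*+/- against *y w* and 1618 in *Pngl Dp/+* against *y w*. With a CPM of at least 1, 1511 genes were higher than in *Pngl Dp/+*, 466 were higher in all 3, and 1462 changed in *Pngl Dp/+* against *y w*. Tested against a fold change of 1.5, 567 genes were lower than in *Pngl*+/-, 312 lower in all 3, and 599 changed in *Pngl Dp/+* against *y w*. With TMM factors from all genes, chosen after seeing the data, 2146 genes were higher than in *y w* (61.6% higher), 1571 higher than in *Pngl Dp/+* (55.2% higher), and 459 higher and 469 lower in all 3 (49.5% higher). The likelihood ratio test with these factors gave 2147 and 1569.

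Of ribosomal protein genes, 2 were higher in all 3 comparisons, an odds ratio of 0.59 (two-sided Fisher's exact test, p = 0.774). With no filter they were 9, an odds ratio of 3.17 (Fisher's exact test, p = 0.00364), so the result reversed there. With a CPM of at least 1 they were 5, an odds ratio of 1.23 (Fisher's exact test, p = 0.607), and with TMM factors from all genes 9 by either test, an odds ratio of 1.92 (Fisher's exact test, p = 0.0964). Without *Pngl*+/- replicate 2 the odds ratio was 2.23 and without *Pngl*-/- replicate 2 it was 1.24, by the fold change alone.

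Leaving out each library in turn, with genes counted by the fold change alone where a genotype compared had 1 library left, gave 1371 to 1567 genes higher and 1750 to 1899 lower than in *y w*, 590 to 673 and 909 to 1050 than in *Pngl*+/-, 924 to 1129 and 1581 to 1729 than in *Pngl Dp/+*, and 306 to 364 and 576 to 688 in all 3. The mucins lower in all 3 were 3 to 5 and the ribosomal protein genes 2 to 7. The first component carried 58.2% to 66.5% and the second 18.5% to 23.1%.

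Other signs reversed where the values were small. Without composition normalization, the proteasome median in *Pngl*+/- against *y w* was −0.18, PGRP-SB1 against *y w* −0.00104, and Rel −0.34 against *y w* and −0.23 against *Pngl Dp/+*. With upper-quartile factors Rel was −0.0175 against *y w*. The gene bsk was 0.0288 against *y w* with no filter and 0.0287 with TMM factors from all genes. In limma's fry test, the direction given for peptidoglycan recognition genes in *Pngl*+/- against *y w* (median −0.10) and for Malpighian tubule genes in *Pngl Dp/+* against *y w* (median 0.20) was opposite to camera's. The odds ratio of the second chromosome in the libraries labelled *Pngl*-/- against *Pngl Dp/+* was 1.03 when tested against a fold change of 1.5. Counting a result once for each alternative, gene set results were stronger 48 times and weaker 3 times. The named gene results moved 157 times, were stronger 27 times and weaker 10 times.

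With the replicate numbers as a block, 308 genes were higher and 651 lower in all 3, against 309 and 652 without the block. Replicates of the same number had correlations of −0.07, −0.03 and 0.005 in the comparisons with *y w*, *Pngl*+/- and *Pngl Dp/+*. In *Pngl Dp/+* against *y w* the block gave 949, the crossed block 953 and no block 955. In *Pngl Dp/+* against *Pngl*+/- the correlation was 0.38, and the block gave 1673 genes against 1677 without it.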

Differences from the paper's values

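Against *y w*, 1375 genes were higher in the libraries labelled *Pngl*-/-, and the paper's supplement lists 2147. The value was 2046 with a CPM of at least 1, 2461 with no filter, 1517 or 1567 without either *y w* library (by the fold change alone) and 1530 or 1531 without either *Pngl Dp/+* library, all within 1.5 times the paper's. With the other alternatives set before the data were examined the gap stayed. A fit without the 20 most abundant genes, which was not among those alternatives and was chosen after seeing the data, gave 1527, also within 1.5 times the paper's. TMM factors from all genes, chosen after seeing the values, gave 2146, and 2147 with the likelihood ratio test.

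Against *Pngl Dp/+*, 924 genes were higher, and the paper's supplement lists 1570. The gap closed with a CPM of at least 1 (1511), with no filter (1808), without either *y w* library (1104 and 1103) and without either *Pngl Dp/+* library (1129 and 1103, by the fold change alone). It did not close with the other alternatives set before the data were examined. The fit without the 20 most abundant genes, chosen after seeing the data, gave 1106 and closed it. TMM factors from all genes, chosen after seeing the values, gave 1571, and 1569 with the likelihood ratio test.

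The log2 fold change of *Pngl* was 0.82 against *y w*, 0.41 against *Pngl*+/- and 1.46 against *Pngl Dp/+*, and the paper's supplement gives 1.03, 0.49 and 1.62. With no filter it was 1.03, 0.49 and 1.62. Against *Pngl*+/- it also came within the replicate SD with a CPM of at least 1 (0.48), in fits of the 2 genotypes compared (0.46), without either *y w* library (0.46 each), without either *Pngl Dp/+* library (0.45 and 0.46), without *Pngl*+/- replicate 1 (0.47) and without *Pngl*-/- replicate 2 (0.43). With a CPM of at least 1 it was 0.96 against *y w* and 1.57 against *Pngl Dp/+*, closer to the paper's values but further from them than the replicate SD. The remaining alternatives set before the data were examined left the gaps open. TMM factors from all genes, chosen after seeing the values, gave 1.03, 0.49 and 1.62.

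The second principal component carried 20.3% of the variance, and the paper shows about 12% in Fig. 1a, read by eye. Without composition normalization it carried 17.1%, within 1.5 times the paper's value. None of the other alternatives set before the data were examined came within it.

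In all 3 comparisons, 309 genes were higher and 652 lower, and the paper gives 459 and 469, so the paper has about equal numbers and here more genes were lower. TMM factors from all genes, chosen after seeing the values, gave 459 and 469. With these factors and the likelihood ratio test, 459 of the paper's 459 higher genes and 468 of its 469 lower genes were called. The paper's log2 fold changes were higher than those here by a median of 0.21, 0.08 and 0.16 against *y w*, *Pngl*+/- and *Pngl Dp/+*, and by 0 with these factors, chosen after seeing the values.

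The paper counts Dso2, PGRP-SB1 and CG4267 among the genes higher in *Pngl*-/-. Dso2 was not tested here. With no filter its log2 fold change was 3.03, 3.67 and 4.32 against *y w*, *Pngl*+/- and *Pngl Dp/+*, and it was called there, with a CPM of at least 1, and with TMM factors from all genes, chosen after seeing the values. PGRP-SB1 was not called against *y w* (0.38), and was called with no filter (0.59) and with TMM factors from all genes, chosen after seeing the values (0.59). CG4267 was called in none of the comparisons (0.54, 0.58 and 0.48). It was called in all 3 with no filter (0.74, 0.66 and 0.64), with a CPM of at least 1, and with TMM factors from all genes, chosen after seeing the values. Against *Pngl*+/- alone it was also called by DESeq2 (0.59), with RLE factors (0.59) and in fits of the 2 genotypes compared (0.63).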

Other observations

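The tests of this part were set before their results were seen, although the marker genes of neurons were listed after the loss of low counts was seen. The genes mt:lrRNA and w were chosen after their values were seen.

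mt:lrRNA took 7.70% and 7.65% of the counts in the libraries labelled *Pngl*-/- and 4.95% and 4.58% in *y w*. Its log2 fold change was 1.07, and the median of 10 mitochondrial protein-coding genes was 0.61. The rise was not particular to *Pngl*-/-, since the shares were 8.54% and 7.53% in *Pngl*+/- and 5.73% and 6.28% in *Pngl Dp/+*, and in the libraries labelled *Pngl*-/- against *Pngl*+/- the log2 fold change of mt:lrRNA was −0.04 and the median of the protein-coding genes −0.24. Mitochondrial RNA content may therefore differ between the genotypes. No other explanation was tested.

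Between the libraries labelled *Pngl*-/- and *y w*, 56 genes had a log2 fold change over 4 in size. Of 53 with a position, 27 lay on the second chromosome (odds ratio 1.66, Fisher's exact test, p = 0.0666), so linked variants were not shown to account for them by this test. Of the 56, however, 41 were called the same way in *Pngl Dp/+* against *y w*. Both comparisons use the same *y w* libraries, which by itself favours such agreement. The count therefore does not show how many of them background accounts for. Since *Pngl Dp/+* has the same mutant chromosome, background is left open. Other technical explanations were not tested.

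Neuron marker genes had a median log2 fold change of −1.71 in the libraries labelled *Pngl*-/- against *y w*. This was at percentile 27.3 of 10000 random lists matched on abundance and exonic length, so abundance and length may account for it.

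The gene w (FBgn0003996) had 1 and 7 counts in *y w*, 71 and 59 in *Pngl*+/-, 30 and 42 in *Pngl Dp/+*, and 1 and 0 in the libraries labelled *Pngl*-/-. Of the genes that the paper manipulates, InR (FBgn0283499) had log2 fold changes of −2.02, −0.37 and −1.92 in the libraries labelled *Pngl*-/- against *y w*, *Pngl*+/- and *Pngl Dp/+*, and of −1.66 in *Pngl*+/- against *y w*.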
